# Adaptive and non-adaptive gene expression responses in prostate cancer during androgen deprivation

**DOI:** 10.1371/journal.pone.0281645

**Published:** 2023-02-21

**Authors:** Reetta Nätkin, Pasi Pennanen, Heimo Syvälä, Merja Bläuer, Juha Kesseli, Teuvo L. J. Tammela, Matti Nykter, Teemu J. Murtola

## Abstract

Androgen deprivation therapy is the cornerstone treatment of advanced prostate cancer. Eventually prostate cancer cells overcome androgen deprivation therapy, giving rise to castration resistant prostate cancer (CRPC) characterized by increased androgen receptor (AR) activity. Understanding the cellular mechanisms leading to CRPC is needed for development of novel treatments. We used long-term cell cultures to model CRPC; a testosterone-dependent cell line (VCaP-T) and cell line adapted to grow in low testosterone (VCaP-CT). These were used to uncover persistent and adaptive responses to testosterone level. RNA was sequenced to study AR-regulated genes. Expression level changed due to testosterone depletion in 418 genes in VCaP-T (AR-associated genes). To evaluate significance for CRPC growth, we compared which of them were adaptive i.e., restored expression level in VCaP-CT. Adaptive genes were enriched to steroid metabolism, immune response and lipid metabolism. The Cancer Genome Atlas Prostate Adenocarcinoma data were used to assess the association with cancer aggressiveness and progression-free survival. Expressions of 47 AR-associated or association gaining genes were statistically significant markers for progression-free survival. These included genes related to immune response, adhesion and transport. Taken together, we identified and clinically validated multiple genes being linked with progression of prostate cancer and propose several novel risk genes. Possible use as biomarkers or therapeutic targets should be studied further.

## Introduction

Prostate cancer (PCa) is the second leading cause of cancer death among men in Western countries [1]. PCa is often diagnosed as localized disease, but 5–10% of patients present with advanced, lethal PCa. Metastases occur most commonly in the bone [2]. Despite advances in overall survival among men with PCa over the past decade, recent studies suggest that survival has not markedly improved among men with metastatic PCa [3].

PCa progression is androgen-dependent, thus the mainstay of therapy for metastatic PCa is systemic hormonal therapy that stops de novo testosterone production. However, the effect is transient; after a good initial response, PCa eventually recurs after 2–3 years despite continuous hormonal treatment. This developmental phase of cancer is termed castration resistant prostate cancer (CRPC), which remains incurable [4]. Mechanisms that underlie CRPC pathogenesis are not fully elucidated, but several studies during the last decade have shown that androgen receptor (AR) remains active even in CRPC. Several cellular and molecular alterations are related to AR activation in CRPC, including *AR* amplifications, *AR* mutations, aberrant AR co-regulator activities and AR splice variant expression. These changes may confer hypersensitivity to low androgen levels as well as facilitating antagonist to agonist conversion for first-generation AR antagonists. However, these AR modifications explain only a fraction of clinical resistance [5,6]. It was also shown that AR inhibition may lead to activation of alternative oncogenic signaling pathways that cooperatively promote cancer progression [7].

Here we simulate development of castration resistance by first creating a highly testosterone-dependent PCa cell line and then a subclone cell line developing the ability to grow at low testosterone concentrations. For this purpose, we use VCaP cells which represent bone metastasis, have amplified expression of wild-type androgen receptor and express the *TMPRSS2-ERG* fusion gene [8]. We use these cell lines to study RNA expression changes occurring due to androgen suppression and to evaluate which of these changes remain in androgen-independent cell line to understand the mechanisms driving transition to castration resistance.

## Methods

RPMI 1640, L-glutamine and antibiotic-antimycotic solution, were from Invitrogen (Carlsbad, CA, USA). Charcoal-stripped fetal bovine serum (DCC-FBS), Testosterone (#T1500) and anti-beta-actin antibody (AC-15) were obtained from Sigma-Aldrich (Saint Louis, Mo, USA). Antibody for androgen receptor (ab133273) was purchased from Abcam (Cambridge, UK). Anti-rabbit IgG horse radish peroxidase (HRP)-linked antibody were from Cell Signaling Technology Inc. (Danvers, MA, USA). Enzalutamide (MDV3100) was from SMS-Gruppen Selleckchem (Rungsted, Denmark). Cellbind® 6-well plates were purchased from Corning (Corning, NY, USA). All other disposable cell culture materials were from Nalge Nunc International (Rochester, NY, USA).

### Cell culture and cell measurement of relative cell number

VCaP cell line (passage (p.) 15.) representing androgen sensitive prostate cancer cells was a gift from Dr. Tapio Visakorpi, University of Tampere, Finland. VCaP cells were cultured in RPMI 1640 supplemented with 10% DCC-FBS, 1% L-glutamine, 1% antibiotic-antimycotic solution and 10 nM testosterone (T) for seven months to establish T-dependent subclone VCaP-T. VCaP-T cells were then cultured in the presence of 0.1 nM T for 10 months to establish a subclone, VCaP-CT, that could grow at low T level. The VCaP-T and VCaP-CT cells used in this study were cultured for 20 months and represent p.84. and p.73., respectively.

For the cell growth studies, VCaP-T and VCaP-CT cells were seeded in 6-well plates 2 x 105 cells per well and allowed to attach for 24 h before the treatments. The cells were treated with vehicle (dimethyl sulfoxide, DMSO) alone or with the indicated concentrations of T, bicalutamide or enzalutamide for seven days. Growth medium including the tested drugs was renewed every other day. After treatments, the cells were fixed and stained and the relative cell number compared to vehicle-treated control cells was assessed with modified crystal violet staining method [9]. Absorbances at 590nm wavelength were measured with a Victor 1420 Multilabel Counter (Wallac, Turku, Finland).

### Immunoblotting

For Western blot studies, cells were seeded in 75 cm2 flasks and allowed to attach for 24 hours. After the indicated treatments, cells were subjected to protein extraction with M-PER® reagent (PIERCE, Rockford, IL, USA) modified with protease inhibitors (Complete Mini Protease inhibitor cocktail tablets (Roche Diagnostics GmbH, Indianapolis, IN, USA)). SDS-PAGE and Western blotting was performed as previously described [10] with the following modifications: Chemiluminescence of immunoreactive bands was detected by using ChemiDocTM XRS+ -equipment (Bio-Rad, Hercules CA, USA). Densitometric analysis of the immunoreactive bands was performed using the ImageJ software (provided by the National Institutes of Health, Bethesda, MD, USA). Protein densities were equalized with reference to Beta-actin (Sigma-Aldrich).

### Prostate specific antigen measurement

Prostate specific antigen (PSA) concentrations were analyzed from cell culture supernatants using Human PSA-total ELISA Kit (RAB0331; Sigma-Aldrich) according to the manufacturer’s instructions. Absorbances at 450nm wavelength were measured with a Victor 1420 Multilabel Counter.

Cell growth analysis and PSA measurements were repeated three times as separate experiments. For each treatment, the mean ± SD is reported.

### RNA-sequencing data analysis

RNA was extracted using Direct-Zol Miniprep Plus Kit (Zymo Research #R2070) according to the manufacturer’s instructions. Library preparation was done according to Illumina TruSeq^©^ Stranded mRNA Sample Preparation Guide (part # 15031047). Sequencing was performed with Illumina HiSeq 3000. Altogether 12 samples were sequenced using 75 bp-long paired-end reads including 3 replicates from each VCaP-T, VCaP-T treated with 0.1 nM T for 48h, VCaP-CT and VCaP-CT treated with 10 nM T for 48h. On average 111 million paired-end reads were obtained per sample. Reads were aligned using STAR aligner [11] version 2.5.4b and Ensembl reference genome GRCh38. Genewise read counts were quantified using featureCounts [12] version 1.6.2 and Gencode annotations release 28. Statistical analysis was done using R version 3.6.1.

Differentially expressed genes were determined with DESeq2 [13] version 1.24.0. Threshold for differentially expressed genes was set as p-value <0.01 after adjustment for multiple testing, log2 fold change >1 and absolute median difference of library-size normalized read counts >13 between two conditions. To determine e.g., the genes whose expression level was restored or maintained, or the AR-association was lost, we selected the genes that would not be considered as significantly differentially expressed (p_adj_ >0.1) between the cell lines or treatments. Gene expression heat maps were generated with pheatmap version 1.0.12.

Annotations for the enrichment analysis were acquired with gage [14] version 2.34.0 functions go.gsets() and kegg.gsets() from Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways database October 1, 2019 (92.0) release and Gene Ontology (GO) database October 7, 2019 release. Fisher’s exact test was used to find out enriched (p-value < 0.05) pathways and terms among each gene group.

### Survival analysis

Survival analysis to estimate the clinical significance of the observed AR-associated genes was performed on the cohort of The Cancer Genome Atlas (TCGA) Prostate Adenocarcinoma data [15]. Gene expression quantification data (HTSeq—FPKM-UQ) were downloaded for a total of 551 samples of 495 PCa cases from GDC Data Portal. Also clinical data were downloaded. Progression was considered to be the first of either biochemical recurrence or new tumor event (distant metastasis / locoregional recurrence) after primary treatment (radiation therapy or androgen deprivation therapy). Time-metric was months from PCa diagnosis. Follow-up continued until disease progression or the last available contact date. Clinical baseline data included age, tumor TNM-stage at diagnosis and biopsy Gleason score. Also PSA was available but as this could have been measured at any point at diagnosis or after primary treatment, it was not included in the analysis.

Participants who did not have any information about follow up or progression were excluded from the analysis. Also participants with incomplete progression data (time or new tumor event type missing) were discarded. Participants who did not have a primary tumor sample or T-stage available were filtered out and for participants who had two primary tumor samples the average of expressions was applied in analysis. After this 458 participants with 84 progression events remained for the analysis. Median follow-up time since diagnosis was 792 days.

Multivariate Cox regression analysis was performed using survival version 2.44–1.1 coxph() function. Analysis was done for each gene separately. To find out possible effect of expression level on survival, expression level of the gene as FPKM-UQ of the primary tumor sample was used as exposure variable in the Cox regression analysis. All available clinical variables (age, TNM-stage and Gleason score at diagnosis, primary treatment) were initially included in the multivariable-adjusted model. After exclusion of statistically non-significant predictor variables the model included Gleason score and T-stage. For the analysis variables were categorized as follows: Gleason score to low to intermediate (5–7) and high (8–10), T-stage to localized (1–2) and locally advanced (3–4) and expression level to low and high stratified by the median. Regression model fit was assessed with cox.zph() function and the genes not fulfilling the proportional hazards assumption were filtered out. Fisher’s exact test was used to find out correlations between categorized Gleason score and gene expression level as well as T-stage and gene expression level. Multiple testing correction for p-values was done using Benjamini-Hochberg [16] method.

## Results

### Effect of testosterone on relative cell number in VCaP-T and VCaP-CT cells

VCaP cells (p.15.) were cultured in long-term in a culture medium supplemented with 10% DCC-FBS and 10 nM T. After 23 passages the growth rate of these cells (VCaP-T, p.38.) was markedly enhanced, thus assumed as androgen-sensitive. The cells were then subjected to 0.1 nM T to model the physiological conditions of lowered level of T after castration since even during androgen deprivation therapy by castration T remains detectable at very low levels. After two months of ensuing very poor growth, cell growth rate gradually started to recover, eventually reaching the level of VCaP-T cells, marking creation of castration resistant (VCaP-CT) cell line (Fig 1A). Changes in relative cell number of VCaP-T and VCaP-CT cells were then assessed in the presence of low and high T concentrations. VCaP-T cells grow poorly in the presence of 0.1 nM T whereas VCaP-CT cells grow well despite low testosterone concentration. However, VCaP-CT cells are still dependent on low testosterone as they cease growing in total testosterone depletion (Fig 1B).

**Fig 1:**
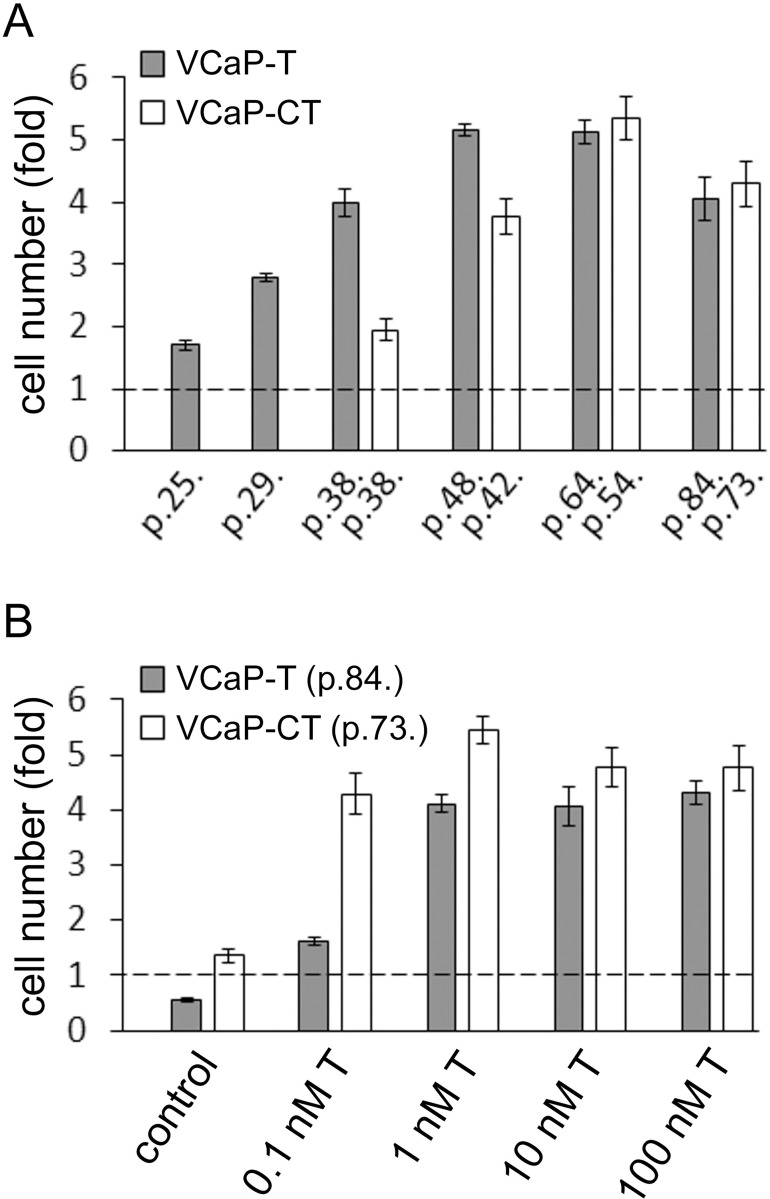
Growth rates of VCaP-T and VCaP-CT during and after establishment. (A) Growth rates of increasing passages (p.) of VCaP-T and VCaP-CT cells during long-term cell culture. (B) Growth rates of VCaP-T (p.84.) and VCaP-CT (p.73.) cells in hormone-depletion (control) and increasing nanomolar (nM) concentrations of T. The cell numbers were measured after 7 days growth and compared relative to the cell number at day 0 (dotted line). Data are represented as mean ± SD and three separate replicates were used.

### AR protein expression and PSA secretion

AR protein expression was detected in the presence of 0.1 nM T and 10 nM T, and additionally with antiandrogens bicalutamide or enzalutamide (Fig 2A). The expression was considered markedly changed when the density difference was more than 2-fold (S1 Fig). Full length (~100 kDa) AR protein was expressed in higher amounts in the VCaP-CT cell line than in the VCaP-T cell line. In VCaP-T cells, AR expression was not markedly changed upon different T concentrations or when the cells were additionally treated with antiandrogens. In VCaP-CT cells, AR protein expression was decreased upon testosterone addition. This down-regulation of AR was prevented when the cells were treated with T in the presence of antiandrogens.

**Fig 2:**
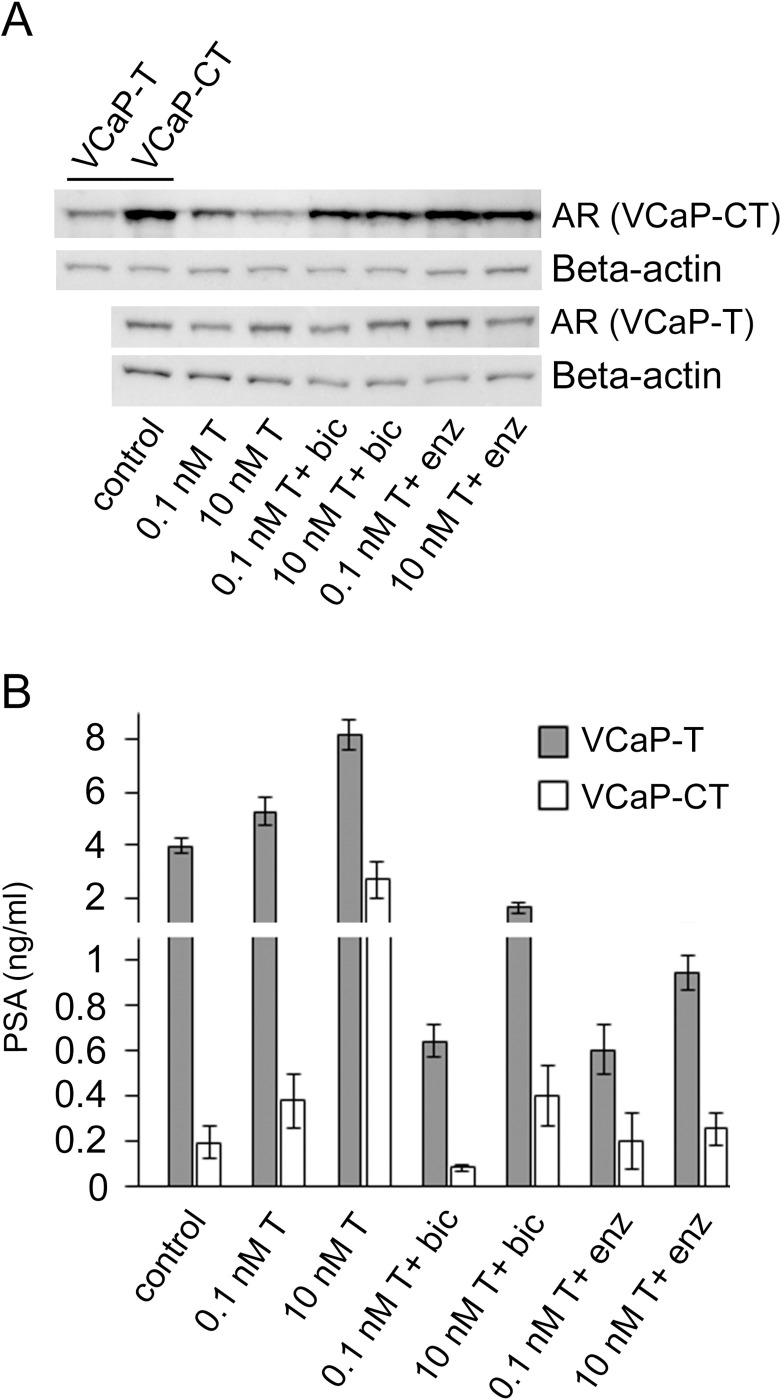
Measurement of androgen receptor (AR) protein and prostate specific antigen (PSA) levels. VCaP-T and VCaP-CT cells were treated with the indicated concentrations of testosterone (T), 10 μM bicalutamide (bic), 10 μm enzalutamide (enz) for 72 h, or were hormone-depleted for 72 h (control). (A) Analysis of AR protein levels by Western blotting. Beta-actin was used as a loading control. Control of VCaP-T (top-left corner) was additionally shown in the same Western blot as VCaP-CT to address the difference. Different rows represent different blots. Whole blots with molecular mass markers are presented in S1 Fig. (B) Analysis of the amount of secreted PSA levels. Data are represented as mean ± SD and three separate replicates were used.

PSA secretion was several folds higher in VCaP-T cells compared to VCaP-CT cells. It was increased by T and decreased by antiandrogens in both cell lines. However, in VCaP-CT cells the regulation by T was clearly more pronounced compared to VCaP-T (Fig 2B).

### Effect of antiandrogens on cell growth

The cell lines were treated by antiandrogens bicalutamide and enzalutamide in the presence of 0.1 nM T and 10 nM T. Antiandrogens lowered the relative cell number in both cell lines with both testosterone concentrations, although the inhibitory effect was less pronounced with the higher T concentration. Enzalutamide proved to be more potent inhibitor, especially in the presence of lower T concentration. Altogether, VCaP-CT cells were clearly more resistant to these drugs, especially to bicalutamide (Fig 3A–3D).

**Fig 3:**
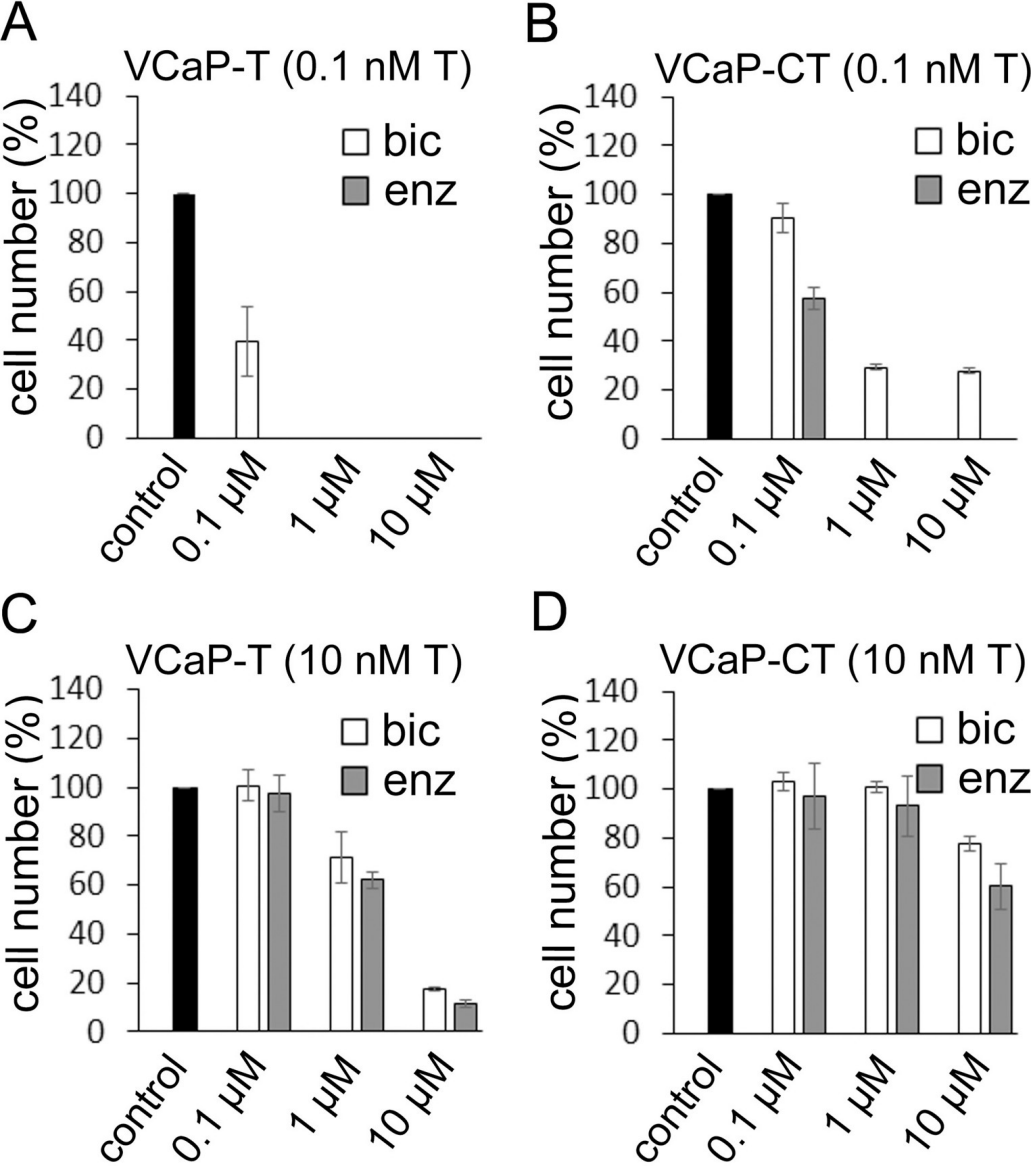
The effect of antiandrogens bicalutamide or enzalutamide on the growth of VCaP-T and VCaP-CT cells. (A) Growth of VCaP-T in the presence of 0.1 nM T and increasing micromolar (μM) concentrations of antiandrogens. (B) Growth of VCaP-CT in the presence of 0.1 nM T and increasing concentrations of antiandrogens. (C) Growth of VCaP-T in the presence of 10 nM T and increasing concentrations of antiandrogens. (D) Growth of VCaP-CT in the presence of 10 nM T and increasing concentrations of antiandrogens. The cell numbers were measured after 7 days treatments and compared relative to the control (no antiandrogen) sample. Data are represented as mean ± SD and three separate replicates were used.

### RNA-sequencing

RNA sequencing (GSE178864) was used to study gene expression changes associated with exposure to low T level. 

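VCaP-T is the line grown long-term with 10 nM T, and VCaP-CT is the line grown from it at 0.1 nM T. The largest differences in the data lay between these lines: 2428 genes differed between VCaP-CT at 0.1 nM T and VCaP-T at 10 nM T, 1075 of them higher and 1353 lower in VCaP-CT. The line and the testosterone level differ together in this comparison. CEACAM6, an epithelial cell adhesion molecule (ENSG00000086548.8, chromosome 19, 41750977 to 41772208 of GRCh38), had a mean of 928 ± 33.4 normalized counts in VCaP-T at 10 nM T and 0.983 ± 1.00 in VCaP-CT at 0.1 nM T (SD, n = 3 libraries each). ASZ1, a gene of germ cells, had 5.44 ± 1.65 in VCaP-T at 10 nM T and 1526 ± 21.5 in VCaP-CT at 0.1 nM T, a log2 fold change of 8.08 (SE 0.26, adjusted p = 5.16e-10 from edgeR), and responded to testosterone as well, with 66.1 ± 22.3 in depleted VCaP-T and 67.5 ± 11.2 in VCaP-CT moved to 10 nM T. Poly(A) RNA was sequenced in 12 libraries, 3 from each of VCaP-T at 10 nM T, VCaP-T moved to 0.1 nM T for 48 h, VCaP-CT at 0.1 nM T and VCaP-CT moved to 10 nM T for 48 h. VCaP-T was at passage 84 and VCaP-CT at passage 73. The authors aligned 75 bp paired-end reads to GRCh38 with STAR 2.5.4b and counted fragments per gene of Gencode release 28 with featureCounts 1.6.2, without using the strand and without fragments that fit several genes or places. The paper states a mean of 111 M reads per sample. The values here rest on the fragments counted in genes, a mean of 35.2 M per library. By group, the range and median in M were 32.6 to 37.6 and 36.1 for VCaP-T at 10 nM T, 30.2 to 40.0 and 33.0 for depleted VCaP-T, 34.7 to 40.8 and 37.0 for VCaP-CT, and 30.5 to 35.2 and 34.5 for VCaP-CT moved to 10 nM T. From these counts, the 4 groups were fitted in a single edgeR model (quasi-likelihood test, TMM, genes with low counts removed, 19162 genes tested), and p-values were adjusted by Benjamini-Hochberg. A gene was called at the paper's thresholds, an adjusted p under 0.01, a log2 fold change over 1 in size and a difference of group medians over 13 normalized counts. Replicate 2 of depleted VCaP-T stood apart from replicates 1 and 3 of its group, with correlations of 0.946 and 0.954 across genes where replicates of the other groups had at least 0.9949.

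**Figure D1:**
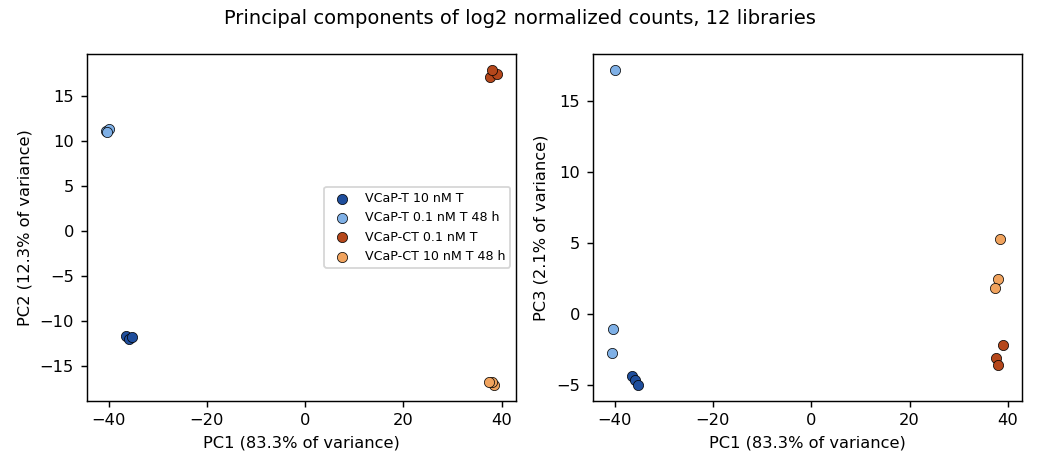
Principal components of the log2 normalized counts of the 12 libraries, with the percent of variance on each axis; each point is a library, and colors mark the 4 groups. PC1, with 83.3% of the variance of the genes used, separates VCaP-T from VCaP-CT. PC2, with 12.3%, separates 10 nM T from 0.1 nM T within each line. The genes used were a part of those measured, so the percentages are not shares of the variance of all genes.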

First, we identified gene expression changes in VCaP-T cells after short term (48 h) testosterone depletion from 10 nM to 0.1 nM concentration to identify genes which are AR-associated. Within this set of genes altered by androgen depletion in VCaP-T, we identified genes whose expression was restored in the castration resistant VCaP-CT cells (Fig 4A). These restored genes represent candidate genes which may be AR-associated adaptive genes, and which are likely important for proliferation. Genes whose expression was not restored in VCaP-CT cells, represented AR-associated non-adaptive genes (Fig 4A). Genes whose expression did not change with short term testosterone depletion represented non-AR-associated genes (Fig 4B).

**Fig 4:**
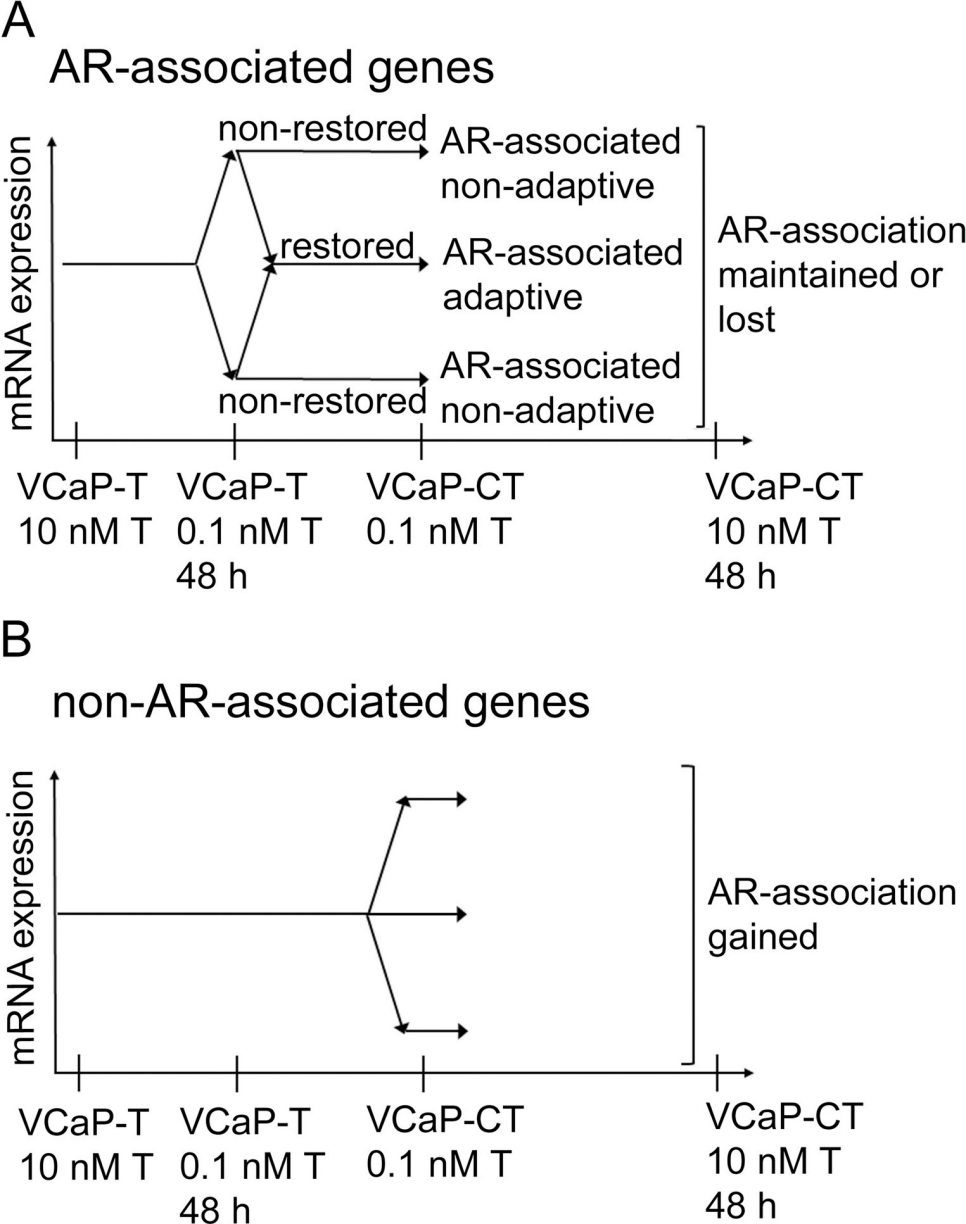
Schematic illustration of the categorization of differentially expressed genes in VCaP-T and VCaP-CT cells. (A) AR-associated genes were identified by treating VCaP-T cells with low T concentration (0.1 nM) for 48 h. These AR-associated genes were further categorized to genes that were adaptive (expression restored) or non-adaptive (expression non-restored) in VCaP-CT cells. Whether the AR-association of the genes was lost or maintained during the acquisition to low T concentration, was assessed by treating VCaP-CT cells with 10 nM T for 48 h. (B) Genes that were not T-regulated in VCaP-T cells were categorized to non-AR-associated genes. Whether the AR-association of the genes was gained or not during the acquisition to low T concentration, was assessed by treating VCaP-CT cells with 10 nM T for 48 h.

To further study AR responsiveness of genes in VCaP-CT, the cells were further treated with short term (48 h) exposure to high testosterone (10 nM). This shows which of the AR-associated genes have lost the association in castration resistance, and whether any of the non-AR-associated genes have gained AR-association in the process of adapting to low testosterone level (Fig 4A and 4B). Genes gaining the AR-association are also potentially important for CRPC progression.

### AR-associated adaptive and non-adaptive genes

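Within 48 h at 0.1 nM T, VCaP-T cells lowered known androgen-induced genes and raised known androgen-repressed ones. TMPRSS2, an androgen-induced membrane protease (ENSG00000184012.11, chromosome 21, 41464551 to 41531116), fell from 13287 ± 144 to 5602 ± 154 normalized counts (SD, n = 3 each, log2 fold change -1.25, SE 0.07, adjusted p = 3.19e-07 from edgeR). FKBP5, a cochaperone of steroid receptors (ENSG00000096060.14, chromosome 6, 35573585 to 35728583), fell from 18793 ± 633 to 5847 ± 1011 (log2 fold change -1.68, SE 0.11, adjusted p = 1.56e-06 from edgeR). FOLH1, which encodes prostate-specific membrane antigen (ENSG00000086205.17, chromosome 11, 49146635 to 49208670), rose from 149.9 ± 12.7 to 1655 ± 91.1 (log2 fold change 3.46, SE 0.12, adjusted p = 2.97e-08 from edgeR). Of 44 measured androgen-induced genes, 25 fell on depletion (27 when adjusted over the list alone). Of 20 measured androgen-repressed genes, 12 rose (15 when adjusted over the list alone) and 1 fell, BMPR1B, a BMP receptor. Genes of the extracellular matrix rose too, 18 of 36 measured, with LUM, MGP, COL16A1 and FBN1 at the smallest p, and 3 fell (21 and 3 when adjusted over the list alone, Fisher's exact test against all genes tested, adjusted p = 1.83e-11 for the genes that rose). LUM, FBLN1 and COL1A1, 3 of 7 measured markers of fibroblasts and smooth muscle, rose as well (3 when adjusted over the list alone). Of 41 measured genes of blood vessel development, 12 rose, with APELA, PRKD1, TSPAN12 and WNT2 at the smallest p, and 5 fell, APLN, ENG, FGFR1, HIF1A and VEGFA (13 and 6 when adjusted over the list alone, Fisher's adjusted p = 4.32e-05 for the genes that rose). KLK3, which encodes PSA, fell by less than the threshold: 78770.1 ± 1085 and 40912 ± 7242 normalized counts, a log2 fold change of -0.95 (SE 0.11, adjusted p = 9.31e-05 from edgeR).

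**Figure D2:**
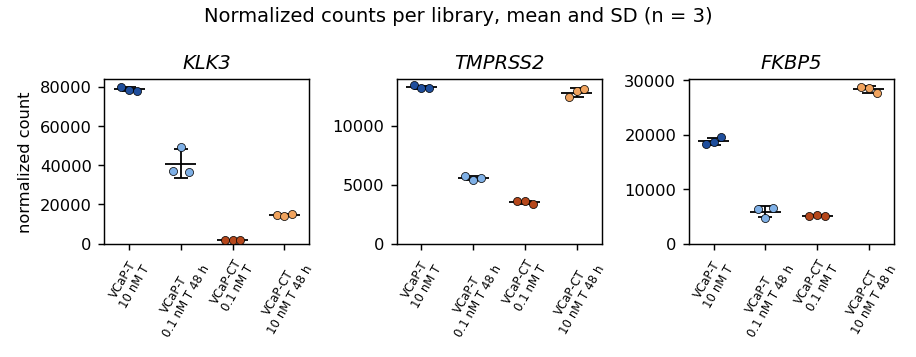
Normalized counts of KLK3, TMPRSS2 and FKBP5 in the 4 groups; each point is a library and each bar the mean of 3 with its SD. TMPRSS2 and FKBP5 lie lower at 0.1 nM T than at 10 nM T in both lines.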

We identified 418 AR-associated genes (Fig 5 and S1 Table) among which the top 5 most enriched pathways (Gene Ontology terms) were leukocyte differentiation, blood vessel development, epithelial cell morphogenesis, positive regulation of multicellular organismal process and blood vessel morphogenesis (S2 Table). Of the AR-associated genes 333 were upregulated and 85 were downregulated upon testosterone depletion.

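Most genes that changed on depletion rose: of 602 genes called here, 472 were higher and 130 lower in VCaP-T after 48 h at 0.1 nM T. Of the 482 among them that are in the authors' normalized table, 394 were higher and 88 lower. The largest rises were those of MEP1A, a membrane metalloprotease (log2 fold change 3.92 (SE 0.38, adjusted p = 3.21e-05 from edgeR)), SHH, the hedgehog ligand, and LUM, a proteoglycan of the matrix. MEP1A went from 2.87 ± 1.48 to 45.4 ± 12.5 normalized counts (SD, n = 3 each). The largest falls were those of CCDC141, a coiled-coil protein, at -3.65 (adjusted p = 0.00173 from edgeR), SLC38A4, an amino acid transporter, at -3.54 (adjusted p = 0.00151 from edgeR) and ORM2, a plasma protein, at -3.29 (adjusted p = 1.33e-05 from edgeR). Of 32 measured transporters on a list of those the paper names and their relatives, 13 fell, including the glucose transporters SLC2A3 and SLC5A4, and SLC4A4, SLC3A1 and SLC13A2 rose (14 and 5 when adjusted over the list alone). The paper chose some of them from these samples, so the counts are not independent evidence. In all 602 genes, every depleted library lay beyond every library at 10 nM T, which 38.0% of all genes tested showed and 10% would show by chance. Of the 418 genes the paper lists as changed on depletion, 394 were called here. Fitted on its own 6 libraries, the comparison gave 219 genes, 163 higher and 56 lower, with 187 of the paper's 418, and without replicate 2 of the depleted cells 718 genes were called. On simulated counts for this comparison 35 of 67 genes changed 2-fold were called and 66 of 66 changed 4-fold, with 0 false calls. These rates are not given by count level or with a library that stands apart. They may not hold for genes with low counts or for the depleted libraries.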

**Fig 5:**
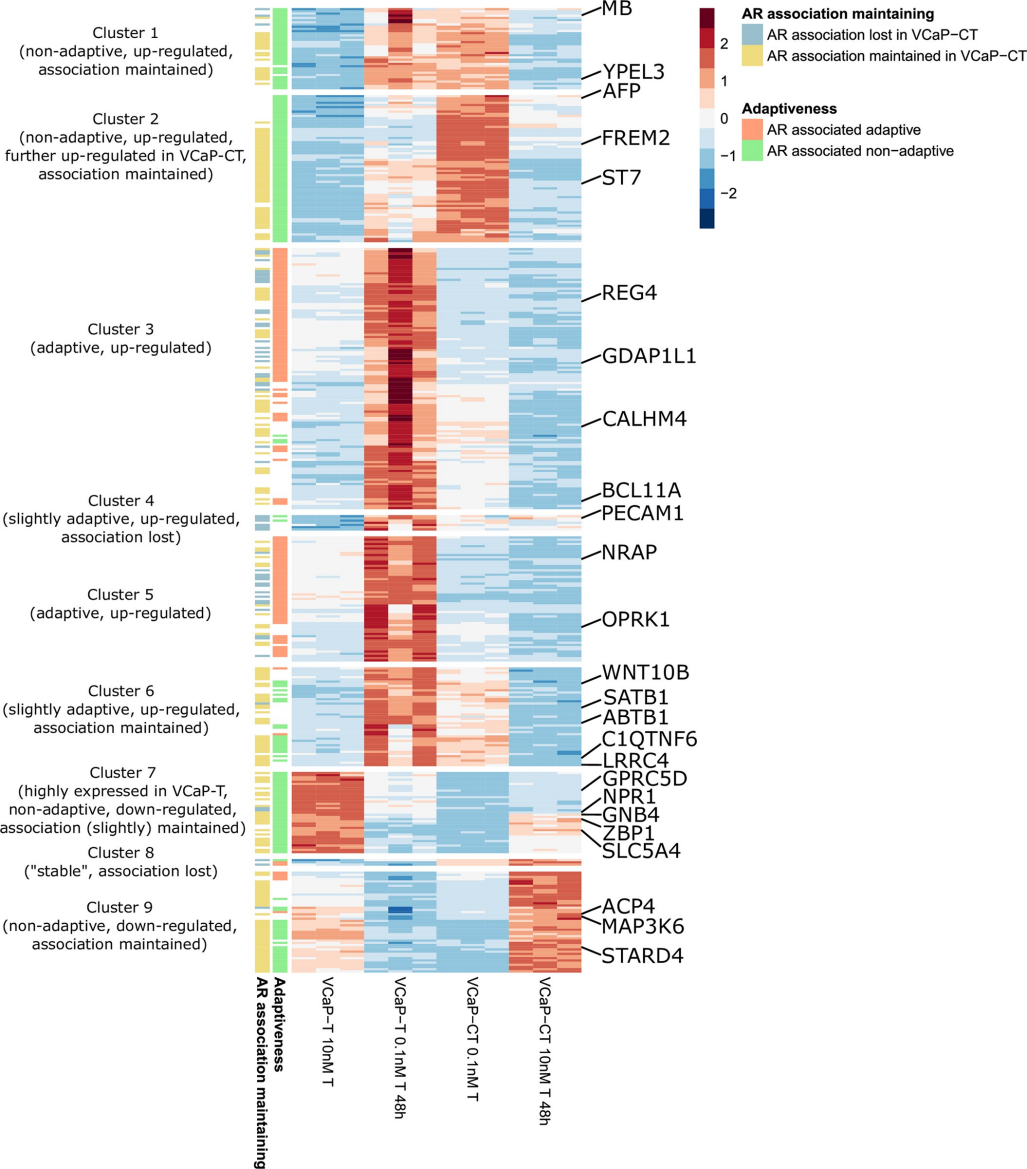
AR-associated genes. Heatmap illustration of expression levels of 418 AR-associated genes in VCaP-T and VCaP-CT cell lines upon testosterone level changes. Expression levels are scaled and centered by row. Using hierarchal clustering with Euclidean distances genes were clustered into 9 clusters with different characteristics. Genes with association to progression-free survival are pointed.

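In VCaP-CT, part of the genes that testosterone depletion had changed in VCaP-T stood again at the level of VCaP-T at 10 nM T, or past it. SHH (ENSG00000164690.7, chromosome 7, 155799986 to 155812273) had 51.4 ± 3.69 normalized counts in VCaP-T at 10 nM T, 749 ± 72.4 after depletion and 55.6 ± 9.12 in VCaP-CT at 0.1 nM T (SD, n = 3 each). On depletion its log2 fold change was 3.86 (SE 0.17, adjusted p = 9.47e-08 from edgeR), and between the lines it was 0.11 (SE 0.18, adjusted p = 0.66 from edgeR). BMP2, a bone morphogenetic protein (ENSG00000125845.6, chromosome 20, 6767664 to 6780280), had 178 ± 8.10, 845 ± 53.1 and 113 ± 1.48 in the same groups, with a log2 fold change on depletion of 2.25 (SE 0.13, adjusted p = 6.14e-07 from edgeR). By this rule, 198 genes called on depletion were adaptive here, 160 of them in the authors' table, and 124 of the 134 genes the paper lists as adaptive met the rule. When depletion was tested without VCaP-T at 10 nM T replicate 1, 2 or 3, the adaptive genes numbered 126, 115 and 124, and with each comparison fitted on its own 6 libraries, 48.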

In total 134 genes were AR-associated adaptive. Almost all (127) of them were upregulated after testosterone depletion. 

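Of the 198 adaptive genes, 177 had risen and 21 had fallen on depletion. In the authors' table the numbers were 152 and 8. They formed 2 kinds. In 102, VCaP-CT at 0.1 nM T had an adjusted p above 0.1 against VCaP-T at 10 nM T (edgeR), and in 96, VCaP-CT lay on the far side of VCaP-T at 10 nM T, 56 of these past the thresholds for a difference between the lines. REG4, a secreted lectin (ENSG00000134193.14, chromosome 1, 119794018 to 119811660), was of the latter kind: 685 ± 20.4 normalized counts in VCaP-T at 10 nM T, 4239 ± 701 after depletion and 69.4 ± 5.31 in VCaP-CT (SD, n = 3 each, between the lines, log2 fold change -3.30, SE 0.13, adjusted p = 1.92e-09 from edgeR). DDC, the aromatic amino acid decarboxylase, had 1721 ± 59.8, 6943 ± 1318 and 219.6 ± 6.82 (between the lines, log2 fold change -2.97, SE 0.13, adjusted p = 5.12e-09 from edgeR).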

Enriched pathways associated with AR-associated adaptive genes were dominated with hormone/steroid metabolism, immune system and lipid metabolism related pathways (S2 and S3 Tables). 

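Adaptive genes included enzymes of steroids, interferon-induced genes and members of cytokine pathways, few of each. DHRS9, a retinol and steroid dehydrogenase (ENSG00000073737.16, chromosome 2, 169064789 to 169096167), rose on depletion from 180.2 ± 14.7 to 369 ± 23.8 normalized counts (SD, n = 3 each, log2 fold change 1.03, SE 0.15, adjusted p = 0.000633 from edgeR) and had 4.17 ± 2.67 in VCaP-CT at 0.1 nM T. Of 23 measured genes of androgen synthesis and metabolism, 3 were adaptive, AKR1C3, DHRS9 and HSD17B14, where 0.27 would be by chance (Fisher's exact test against the tested genes of the authors' table, adjusted p over 42 lists = 0.0123). UGT2B15 and UGT2B17 were the 2 adaptive genes among 9 UDP-glucuronosyltransferases and relatives (adjusted p = 0.0177 from Fisher's test). IFITM3, IRF8, PLSCR1 and UBE2L6 were the 4 among 36 interferon-stimulated genes (0.42 by chance, adjusted p = 0.00477 from Fisher's test), and IL2RG, JAK3 and SOCS3 the 3 among 28 cytokine receptors and JAK-STAT genes (Fisher's adjusted p = 0.0175). CD83, MAP3K8 and RELB were the 3 among 31 genes of NF-kappaB signaling (Fisher's exact test, adjusted p = 0.0195). PLIN1, a lipid droplet protein, and PPARGC1B, a coactivator, were the 2 among 39 genes of fatty acid synthesis and lipid storage (0.46 by chance, Fisher's exact test, adjusted p = 0.188). The paper chose AKR1C3, UGT2B15, UGT2B17, HSD17B14, IFITM3, IRF8, JAK3, RELB, PLIN1 and PPARGC1B from these samples, so the counts on these lists are not independent evidence. More than 20% of the exon length of IL2RG (50.8%) and IFITM3 (21.3%) overlaps another gene, so part of their fragments was left out of the counts.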

Highly significant pathways among AR-associated adaptive genes were also regulation of epithelial/endothelial cell apoptotic process.

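Some regulators of apoptosis rose on depletion, and 1 of them was adaptive. TNFSF10, the death ligand TRAIL (ENSG00000121858.10, chromosome 3, 172505508 to 172523507), rose from 879 ± 58.4 to 2685 ± 139.6 normalized counts (SD, n = 3 each, log2 fold change 1.61, SE 0.08, adjusted p = 3.03e-07 from edgeR) and had 1755 ± 11.9 in VCaP-CT. Of 36 measured apoptosis regulators, 9 rose on depletion, with TNFSF10, ATOH8, BIRC3 and CLU at the smallest p, and 2 fell, EAF2 and TNFRSF10A (9 and 2 when adjusted over the list alone, Fisher's exact test, adjusted p = 0.000884 for the genes that rose). GSN, an actin-severing protein, was the 1 adaptive gene of the list (0.42 by chance).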

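Other genes stood in VCaP-CT at the level of depleted VCaP-T or further from VCaP-T at 10 nM T. STEAP4, a metalloreductase induced by androgen (ENSG00000127954.12, chromosome 7, 88270892 to 88306891), had 4585 ± 121 normalized counts in VCaP-T at 10 nM T, 533 ± 90.8 after depletion and 148 ± 16.5 in VCaP-CT (SD, n = 3 each, on depletion, log2 fold change -3.10, SE 0.13, adjusted p = 8.41e-08 from edgeR). LUM (ENSG00000139329.4, chromosome 12, 91102629 to 91111831), which rose on depletion, had 20.5 ± 6.00, 299.8 ± 40.2 and 886 ± 53.6 in the same groups. The glucose transporter SLC2A3, which fell, had 365 ± 25.9, 68.1 ± 4.74 and 44.9 ± 4.46. There were 294 such non-adaptive genes, 204 higher and 90 lower on depletion. In the authors' table there were 223, 159 higher and 64 lower, and 172 of the 189 genes the paper lists as non-adaptive met the rule. In 143 of the 294, VCaP-CT had an adjusted p above 0.1 against depleted VCaP-T (edgeR), and in 151 it lay further from VCaP-T at 10 nM T. Of the 32 transporters the paper names and their relatives, 9 were non-adaptive, among them SLC2A3, SLC2A5, SLC38A4, SLC5A1 and SLC5A4, which is not independent evidence since the paper chose some of the list from these samples. With each comparison fitted on its own 6 libraries, 95 genes were non-adaptive. The other 110 genes called on depletion met neither rule or both, among them IGFBP3, which had 503 ± 31.3, 4956 ± 193 and 1853 ± 109 in the 3 groups.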

Correspondingly 189 (127 up and 62 downregulated upon the testosterone depletion) genes were identified as AR-associated non-adaptive genes. 

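A set of blood vessel genes that rose on depletion was also high in VCaP-CT at 0.1 nM T. APELA, a peptide ligand of the apelin receptor (ENSG00000248329.5, chromosome 4, 164877004 to 164898965), had 33.3 ± 5.86 normalized counts in VCaP-T at 10 nM T, 153 ± 9.35 after depletion and 237 ± 7.92 in VCaP-CT (SD, n = 3 each, on depletion, log2 fold change 2.20, SE 0.14, adjusted p = 1.35e-06 from edgeR). MCAM, an endothelial adhesion molecule, had 22.8 ± 3.35, 75.9 ± 24.2 and 79.6 ± 4.02 (on depletion, log2 fold change 1.75, SE 0.29, adjusted p = 0.00127 from edgeR). APELA, COL4A3, EDN2, MCAM and WNT2 were the 5 non-adaptive genes among 41 of blood vessel development (0.67 by chance, Fisher's exact test, adjusted p = 0.00215). Among 36 genes of the extracellular matrix, 8 were non-adaptive (0.59 by chance, adjusted p = 1.26e-06 from Fisher's test), among them LUM, MGP and LAMA1, and 4 were adaptive, COL27A1, COL28A1, FN1 and MATN2 (0.42 by chance, adjusted p = 0.00477 from Fisher's test). Among 39 genes of fatty acid synthesis and lipid storage, 0 were non-adaptive (0.64 by chance, Fisher's p = 1.0, unadjusted or adjusted).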

Among AR-associated non-adaptive genes lipid metabolism, vasculature development and developmental related pathways were dominant (S2 and S3 Tables).

Regulation of lipid metabolism process was solely enriched among adaptive genes and cholesterol metabolism and fat cell differentiation were solely enriched among non-adaptive genes. 

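Genes of cholesterol synthesis and uptake fell on depletion of VCaP-T and rose in VCaP-CT moved to 10 nM T. Of 29 measured genes of the group, 10 fell on depletion and 3 rose, INSIG2, NPC2 and TM7SF2 (13 and 3 when adjusted over the list alone, Fisher's exact test, adjusted p = 6.86e-07 for the genes that fell). On rechallenge of VCaP-CT, 20 rose (20 when adjusted over the list alone, adjusted p = 9.58e-16 from Fisher's test). At 0.01 in edgeR, 4 of the 29 responded more strongly to 10 nM T in VCaP-CT than in VCaP-T, INSIG1, MSMO1, NSDHL and FDPS (13 when adjusted over the list alone). For INSIG1, a sterol sensor, the log2 difference, VCaP-T minus VCaP-CT, was -0.94 (SE 0.13, adjusted p = 0.00202 from edgeR). STARD4, a cholesterol carrier (ENSG00000164211.12, chromosome 5, 111496033 to 111512590), was the 1 gene of the group that was called on depletion at the study's thresholds, and it was non-adaptive, with 1645 ± 54.8, 816 ± 70.3 and 858 ± 57.2 normalized counts in VCaP-T at 10 nM T, after depletion and in VCaP-CT at 0.1 nM T (SD, n = 3 each, on depletion, log2 fold change -1.01, SE 0.09, adjusted p = 2.09e-05 from edgeR). Of 11 measured genes of cholesterol efflux and LXR targets, 3 were higher in VCaP-CT at 0.1 nM T than in VCaP-T at 10 nM T, ABCA1, ABCG1 and MYLIP, and 1 was lower, SREBF1 (3 and 1 when adjusted over the list alone, Fisher's exact test, adjusted p = 0.485 for the higher genes).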

Phospholipase A2 activity and lipid transport were shared between the AR-associated adaptive and non-adaptive genes.

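Phospholipases A2 changed on depletion in both directions, and members were found among adaptive and non-adaptive genes. PLA2G7, the platelet-activating factor acetylhydrolase (ENSG00000146070.16, chromosome 6, 46704201 to 46735693), rose from 616 ± 12.2 to 1459.6 ± 46.7 normalized counts (SD, n = 3 each, log2 fold change 1.25, SE 0.08, adjusted p = 1.35e-06 from edgeR) and had 2160.4 ± 88.4 in VCaP-CT. PLA2G4E, a cytosolic member, fell from 132 ± 18.6 to 38.2 ± 20.7 (log2 fold change -1.74, SE 0.31, adjusted p = 0.00219 from edgeR) and had 15.8 ± 3.60 in VCaP-CT. PLAAT4, an acyltransferase of the family, rose from 105 ± 8.45 to 333 ± 101 (log2 fold change 1.66, SE 0.23, adjusted p = 0.00047 from edgeR) and had 28.9 ± 10.3 in VCaP-CT. Of 16 measured members, 7 rose on depletion and 1 fell (7 and 2 when adjusted over the list alone, Fisher's exact test, adjusted p = 0.00016 for the genes that rose). PLA2G4D, PLA2G4E, PLA2G5 and PLA2G7 were non-adaptive (0.26 by chance, adjusted p = 0.000565 from Fisher's test), PLA2G2F and PLAAT4 were adaptive (0.19 by chance, adjusted p = 0.0474), and PLA2G2A was in neither group. Without VCaP-T at 10 nM T replicate 2, PLA2G4E was short of the threshold on depletion.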

### AR-associated genes in VCaP-CT

In total 55 of AR-associated genes were identified to have lost the association in VCaP-CT cells. 

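Genes whose association was lost were mainly genes that rose on depletion in VCaP-T and had an adjusted p above 0.1 on rechallenge in VCaP-CT. PECAM1, an adhesion molecule of endothelial and blood cells (ENSG00000261371.5, chromosome 17, 64319415 to 64413776), rose from 37.3 ± 3.22 to 124 ± 15.6 normalized counts in VCaP-T (SD, n = 3 each, log2 fold change 1.72, SE 0.19, adjusted p = 8.84e-05 from edgeR) and had 68.4 ± 12.4 at 0.1 nM T and 91.5 ± 17.0 at 10 nM T in VCaP-CT (log2 fold change 0.41, SE 0.18, adjusted p = 0.131 from edgeR). FBN1, a protein of matrix microfibrils (ENSG00000166147.13, chromosome 15, 48408306 to 48645849), rose from 277 ± 14.4 to 738 ± 225 (log2 fold change 1.41, SE 0.19, adjusted p = 0.000319 from edgeR) and had 415 ± 35.5 and 454 ± 28.5 in VCaP-CT. In all, 101 genes met this rule, 92 higher and 9 lower on depletion. Of these, 77 were in the authors' table, and 49 of the 55 genes the paper lists as lost met it. The difference between the lines in the response to testosterone was itself past the threshold (adjusted p under 0.01, log2 difference over 1, edgeR) in 6 of the 101, among them TNFAIP3, NFKBIA, FBN1 and PECAM1. The 101 genes had a median log2 change of 1.39 in size on depletion, and a median response in VCaP-CT, signed as in VCaP-T, of 0.35, and 83 of the 101 went the same way in both lines. Replicate 1, 2 or 3 was also left out in choosing the genes and then used to read the response in VCaP-CT. The median share of the response of VCaP-T was then 0.32, 0.34 and 0.36. Other libraries behind these shares may have helped to choose the genes, so the shares are not a fully independent estimate. The standard error on rechallenge was a median of 1.15 times that on depletion. Without VCaP-T at 10 nM T replicate 1, 2 or 3, lost genes numbered 57, 44 and 51, and with each comparison fitted on its own 6 libraries, 6.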

Comparably 214 of AR-associated genes were identified to maintain their AR-association. 

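Most genes called in both lines went opposite ways on depletion of VCaP-T and on rechallenge of VCaP-CT. PLA2G2A, a secreted phospholipase (ENSG00000188257.10, chromosome 1, 19975431 to 19980416), rose on depletion by 2.05 on the log2 scale and was lower on rechallenge, with 2998 ± 123 normalized counts at 0.1 nM T and 825 ± 48.4 at 10 nM T (SD, n = 3 each, log2 fold change -1.86, SE 0.12, adjusted p = 6.88e-07 from edgeR). On rechallenge, 984 genes were called, 351 higher and 633 lower, and 329 of them were also called on depletion and so maintained, 232 higher and 97 lower on depletion. Of the 329, 263 were in the authors' table. With each comparison fitted on its own 6 libraries, 158 genes were maintained. Of the genes higher on depletion, 230 were lower on rechallenge, where independent lists would share 15.6, and of those lower on depletion, 97 were higher on rechallenge, where independent lists would share 2.4. The exceptions were ANXA10, an annexin, and GPX3, a secreted glutathione peroxidase, which were higher in both and were chosen after their values were seen. GPX3 had 2683 ± 111 and 5485 ± 199 in VCaP-CT (log2 fold change 1.03, SE 0.13, adjusted p = 0.000151 from edgeR). The largest rechallenge responses were a rise of PGC, a pepsinogen, from 3.27 ± 3.15 to 255 ± 50.1, and a fall of C16orf89 from 35.3 ± 5.84 to 0.356 ± 0.616. The 2 comparisons share no library, and across genes called on depletion, which are not independent replicates, their log2 fold changes had a Pearson r of -0.859, and across all genes tested it was -0.605. All 984 genes had every library at 10 nM T beyond every library at 0.1 nM T, as did 55.7% of all genes tested, against 10% by chance.

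**Figure D3:**
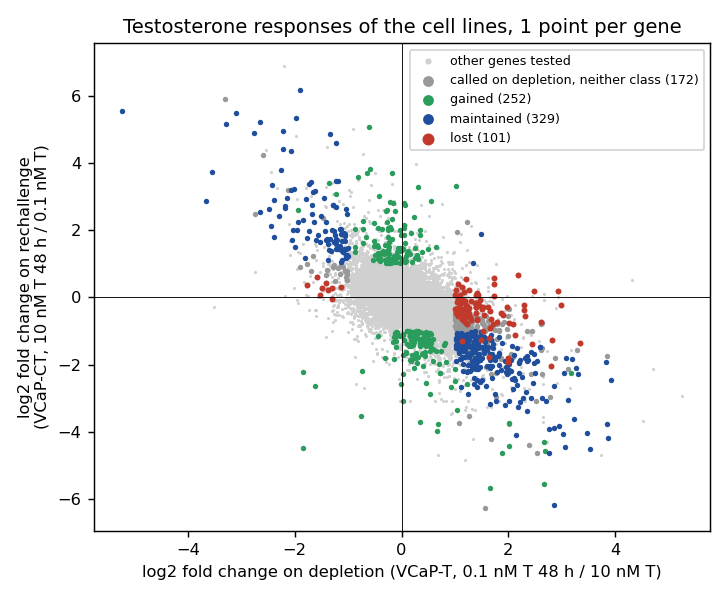
Log2 fold change on depletion of VCaP-T (horizontal) and on rechallenge of VCaP-CT (vertical); each point is a gene, colored as maintained, lost, gained or other. The maintained genes lie in the upper left and lower right, apart from ANXA10 and GPX3.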

In total 38 adaptive and 9 non-adaptive genes lost the AR-association while 34 adaptive and 129 non-adaptive genes maintained it. 

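Of the genes called on depletion, 71 adaptive and 20 non-adaptive genes were lost, and 61 adaptive and 203 non-adaptive genes were maintained. Within the authors' table these numbers were 55, 14, 50 and 154. Of the genes the paper lists in these groups, 35 of 38, 8 of 9, 32 of 34 and 123 of 129 met the same rule here. UBE2L6, an enzyme that attaches the ubiquitin-like protein ISG15 (ENSG00000156587.15, chromosome 11, 57551656 to 57568284), was adaptive and lost. It rose on depletion (log2 fold change 1.40, SE 0.19, adjusted p = 0.000353 from edgeR) and had 70.4 ± 1.14 and 51.2 ± 18.7 normalized counts in VCaP-CT at 0.1 and 10 nM T (SD, n = 3 each, log2 fold change -0.46, SE 0.22, adjusted p = 0.148 from edgeR). WNT2 (ENSG00000105989.8, chromosome 7, 117276631 to 117323289) was non-adaptive and maintained, with 17.3 ± 5.19 and 141 ± 3.20 in VCaP-T and 105 ± 18.5 and 6.09 ± 3.21 in VCaP-CT (on rechallenge, log2 fold change -4.05, SE 0.30, adjusted p = 2.35e-06 from edgeR). The other 172 genes called on depletion were neither lost nor maintained, with an adjusted p of 0.1 or less on rechallenge (edgeR) but short of a call.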

NF-kappaB signaling related pathways were enriched among genes losing the AR-association (S2 and S3 Tables) and p53 signaling pathway was specifically enriched among the genes maintaining AR-association (S3 Table).

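NFKBIA and TNFAIP3, a pair of NF-kappaB inhibitors, rose on depletion in VCaP-T and had an adjusted p above 0.1 on rechallenge in VCaP-CT (edgeR). NFKBIA, the inhibitor of NF-kappaB (ENSG00000100906.10, chromosome 14, 35401511 to 35404749), rose from 1722 ± 54.0 to 3850.3 ± 937 normalized counts on depletion (SD, n = 3 each, log2 fold change 1.16, SE 0.13, adjusted p = 0.000103 from edgeR), and had 2115 ± 69.4 and 2383 ± 79.2 in VCaP-CT at 0.1 and 10 nM T (log2 fold change 0.17, SE 0.13, adjusted p = 0.389 from edgeR). The lines differed in this response by -1.33 (SE 0.19, adjusted p = 0.00254 from edgeR). SESN1, a stress-induced p53 target (ENSG00000080546.13, chromosome 6, 108986437 to 109094819), rose on depletion from 955 ± 74.8 to 2273 ± 221 (log2 fold change 1.25, SE 0.09, adjusted p = 2.46e-06 from edgeR) and was lower on rechallenge, 984 ± 26.2 against 2423 ± 35.6 (log2 fold change -1.30, SE 0.09, adjusted p = 8.47e-07 from edgeR). Of 31 measured NF-kappaB genes, 9 rose on depletion and 1 fell, CHUK (11 and 2 when adjusted over the list alone, Fisher's exact test, adjusted p = 0.000333 for the genes that rose). On rechallenge 4 fell, CD83, MAP3K8, RELB and TNIP1, and 3 rose, BCL3, CHUK and CXCL8 (6 and 4 when adjusted over the list alone). Lost genes held 2 of the 31, NFKBIA and TNFAIP3 (0.17 by chance, Fisher's p = 0.0131, adjusted p = 0.0611), and maintained genes 2, CD83 and RELB (0.6 by chance, adjusted p = 0.218). Of 35 measured p53 targets, 9 rose on depletion and 3 fell, AEN, CDK6 and TNFRSF10A (14 and 3 when adjusted over the list alone, Fisher's adjusted p = 0.000841 and 0.368). On rechallenge 10 fell and 5 rose, AEN, CDK6, CDKN1A, GDF15 and SFN (10 and 7 when adjusted over the list alone, Fisher's adjusted p = 0.000747 and 0.196). Maintained genes held 5 of them, BBC3, CCNG2, CDK6, IGFBP3 and SESN1, of which CDK6 fell on depletion (0.67 by chance, adjusted p = 0.0024 from Fisher's test), and lost genes held 0. The difference between lost and maintained genes in these shares was not tested, and the adjusted p of NFKBIA for the difference between the lines was above 0.01 when any of 8 single libraries was left out (edgeR).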

In addition to the AR-associated genes we identified 151 genes that were non-AR-associated in VCaP-T but gained the association in VCaP-CT cells (Fig 6 and S1 Table); of these 67 were upregulated and 84 downregulated after testosterone rechallenge of VCaP-CT. 

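Genes with an adjusted p above 0.1 on depletion in VCaP-T (edgeR) and a call on rechallenge in VCaP-CT went both ways. AZGP1, a secreted glycoprotein induced by androgen (ENSG00000160862.12, chromosome 7, 99966720 to 99976157), had 626 ± 38.8 and 751 ± 145 normalized counts in VCaP-T at 10 and 0.1 nM T and rose from 898 ± 37.7 to 2012 ± 179 on rechallenge of VCaP-CT (SD, n = 3 each, log2 fold change 1.16, SE 0.12, adjusted p = 3.55e-05 from edgeR). GDF15, a stress-induced cytokine (ENSG00000130513.6, chromosome 19, 18374731 to 18389176), had 5658 ± 819.7 and 6779.6 ± 2528 in VCaP-T and rose from 1069.9 ± 56.8 to 2977 ± 174 in VCaP-CT (log2 fold change 1.48, SE 0.21, adjusted p = 0.000261 from edgeR). In all, 252 genes met this rule, 115 higher and 137 lower on rechallenge. Of these, 192 were in the authors' table, 86 higher and 106 lower. The response differed between the lines by the test of the difference itself (edgeR, adjusted p under 0.01 and a log2 difference over 1) in 27 of the 252, 22 higher and 5 lower on rechallenge. AZGP1 and GDF15 were among them, at -1.42 (SE 0.18, adjusted p = 0.00141 from edgeR) and -1.74 (SE 0.28, adjusted p = 0.00678 from edgeR) for VCaP-T minus VCaP-CT. When each comparison was fitted on its own 6 libraries, 467 genes met the rule.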

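Genes of blood vessel development and of cell migration responded to rechallenge in VCaP-CT in both directions. SPARC, a matrix protein that binds collagen (ENSG00000113140.10, chromosome 5, 151661096 to 151687165), had 24.3 ± 2.34 and 18.2 ± 5.68 normalized counts in VCaP-T at 10 and 0.1 nM T and rose from 6.94 ± 3.72 to 59.1 ± 15.0 on rechallenge (SD, n = 3 each, log2 fold change 3.03, SE 0.34, adjusted p = 5.14e-05 from edgeR). PDGFRB, the receptor of platelet-derived growth factor B (ENSG00000113721.13, chromosome 5, 150113837 to 150155872), had 21.5 ± 5.78 and 27.1 ± 13.9 in VCaP-T and fell from 95.4 ± 8.10 to 37.3 ± 12.0 on rechallenge (log2 fold change -1.34, SE 0.32, adjusted p = 0.00883 from edgeR). Among the 192 genes of the authors' table with a call on rechallenge and an adjusted p above 0.1 on depletion (edgeR), PDGFRB, ROBO1, SPARC, SPHK1 and WNT5A were the 5 of 41 genes of blood vessel development. MICAL1, ROBO1 and SPARC were the 3 of 34 genes of cell migration and EMT. All of these except WNT5A are gained genes of the paper's Table 1, chosen from these samples, so the counts are not independent evidence. Over all rechallenge genes, 9 of the 41 blood vessel genes rose and 11 fell (10 and 14 when adjusted over the list alone), and 8 of the 34 migration genes rose and 6 fell (10 and 8 when adjusted over the list alone). Of the 5 blood vessel genes, the response of WNT5A differed between the lines, and that of SPARC did not at 0.01 (-2.61, adjusted p = 0.0131 from edgeR), though it did without replicate 2 of depleted VCaP-T. The adjusted p of PDGFRB on rechallenge was above 0.01 when the model left out any of 10 single libraries (edgeR).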

The most prevalent enriched pathways among this group of genes included vasculature development and cell migration/motility related pathways (S2 and S3 Tables). Also humoral immune response and inflammatory response were enriched among these genes.

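The secreted proteins SLPI, CXCL8 and LYZ were gained genes, which rose on rechallenge of VCaP-CT. SLPI, a secreted inhibitor of leukocyte proteases (ENSG00000124107.5, chromosome 20, 45252239 to 45254564), had 360.2 ± 7.76 and 376 ± 189.9 normalized counts in VCaP-T at 10 and 0.1 nM T and rose from 68.6 ± 11.4 to 482 ± 14.3 on rechallenge of VCaP-CT (SD, n = 3 each, log2 fold change 2.81, SE 0.29, adjusted p = 2.48e-05 from edgeR). CXCL8, the chemokine interleukin 8 (ENSG00000169429.10, chromosome 4, 73740506 to 73743716), had 53.3 ± 12.3 and 45.2 ± 18.2 in VCaP-T and rose from 12.2 ± 6.68 to 48.9 ± 6.76 (log2 fold change 2.00, SE 0.39, adjusted p = 0.00258 from edgeR). CXCL8 was the 1 gained gene of 31 of NF-kappaB signaling (0.44 by chance), and 0 of 36 interferon-stimulated genes (0.51 by chance) and 0 of 28 cytokine receptors and JAK-STAT genes (0.39 by chance) were gained (Fisher's p = 1.0 for both, unadjusted or adjusted). LYZ, lysozyme, was the 1 gained gene of 7 measured markers of blood and immune cells, and 34.0% of its exon length overlaps another gene. The GO and KEGG terms of the paper were not used here, so these lists are not the sets behind its enrichment.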

**Fig 6:**
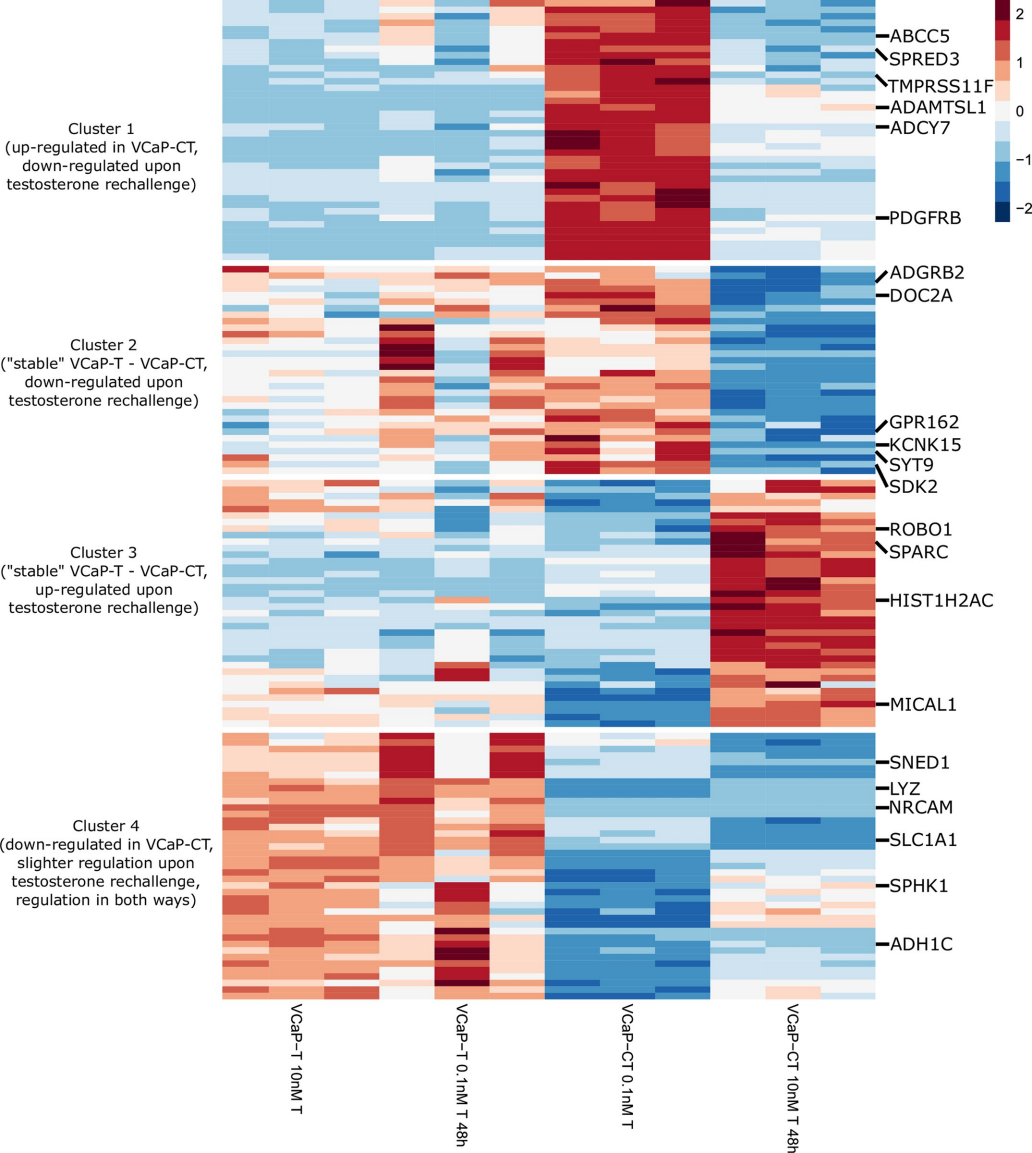
Non-AR-associated genes gaining AR-association in VCaP-CT. Heatmap of 151 non-AR-associated genes that gained AR-association in VCaP-CT and their expression levels in VCaP-T and VCaP-CT cell lines upon testosterone level changes. Expression levels are scaled and centered by row. Using hierarchal clustering with Euclidean distances genes were clustered into 4 clusters with different characteristics. Genes with association to progression-free survival are pointed.

### AR-associated genes as predictors of prostate cancer clinical characteristics and progression

Expression of 25 AR-associated genes and 22 genes gaining the AR-association in VCaP-CT were statistically significant predictors of risk of disease progression before correction for multiple testing (Tables 1 and S4). Notable proportion of these genes was immune system/response related, including genes *ZBP1*, *GPRC5D*, *BCL11A*, *PECAM1*, *SATB1*, *SPHK1* and *LYZ*. Also multiple genes were related to cell adhesion, including genes *PECAM1*, *LRRC4*, *FREM2*, *REG4*, *SNED1*, *NRCAM* and *SDK2*. Moreover, several genes were related to transporting, including genes *SLC5A4*, *DOC2A*, *ABCC5*, *SLC1A1*, *KCNK15*, *SYT9* and *PDGFRB*. Among lipid metabolism-related genes low expression of *STARD4* had a negative association with progression-free survival. Furthermore, majority of the genes with possible effect on PCa progression have previously been linked to cancer or cancer-related pathways. Survival associated genes were found from all clusters (Figs 5 and 6) suggesting the AR-regulation to be universal. However, none of the genes were significant predictors of disease progression after correction for multiple testing.

**Table 1:** Association between expression levels of androgen responsive genes and prostate cancer progression-free survival.

Gene	HR ^1^ (low vs. high expression)	95% CI ^2^	P-value	Association in VCaP-T	Adaptiveness	Association in VCaP-CT	Correlation with Gleason score^3^	Correlation with T-stage^3^
*MICAL1*	0.48	0.31–0.74	0.0011	NO		gained	-	-
*ABTB1*	0.46	0.28–0.74	0.0013	YES	-	maintained	X	-
*GPRC5D*	2.14	1.34–3.40	0.0014	YES	non adaptive	-	X	-
*MAP3K6*	0.52	0.33–0.81	0.0036	YES	-	-	-	-
*NRAP*	1.91	1.22–2.99	0.0047	YES	adaptive	-	-	-
*WNT10B*	0.52	0.33–0.82	0.0050	YES	non adaptive	maintained	-	X
*DOC2A*	0.51	0.32–0.82	0.0052	NO		gained	X	-
*BCL11A*	1.90	1.20–2.99	0.0058	YES	adaptive	-	-	-
*ABCC5*	0.49	0.30–0.82	0.0061	NO		gained	X	X
*ZBP1*	0.55	0.35–0.85	0.0079	YES	non adaptive	maintained	-	-
*NPR1*	0.55	0.35–0.86	0.0083	YES	non adaptive	maintained	-	-
*ROBO1*	1.80	1.16–2.81	0.0092	NO		gained	-	-
*GNB4*	0.55	0.35–0.86	0.0095	YES	non adaptive	maintained	X	-
*SPHK1*	0.56	0.36–0.87	0.0100	NO		gained	-	-
*SPRED3*	0.54	0.34–0.87	0.0108	NO		gained	X	X
*SLC5A4*	0.55	0.35–0.87	0.0110	YES	non adaptive	maintained	-	-
*ADCY7*	0.56	0.36–0.88	0.0116	NO		gained	-	-
*SNED1*	0.58	0.37–0.89	0.0133	NO		gained	-	-
*HIST1H2AC*	1.76	1.12–2.77	0.0144	NO		gained	-	-
*MB*	1.73	1.12–2.68	0.0144	YES	non adaptive	lost	-	-
*STARD4*	1.74	1.12–2.71	0.0146	YES	non adaptive	maintained	-	-
*TMPRSS11F*	1.76	1.11–2.80	0.0161	NO		gained	X	X
*SPARC*	0.56	0.34–0.90	0.0173	NO		gained	X	X
*PECAM1*	0.59	0.37–0.92	0.0207	YES	-	lost	-	-
*ADAMTSL1*	0.60	0.39–0.93	0.0214	NO		gained	-	-
*GPR162*	0.60	0.39–0.93	0.0237	NO		gained	-	-
*LRRC4*	0.61	0.39–0.94	0.0245	YES	-	maintained	-	-
*CALHM4*	1.64	1.06–2.55	0.0273	YES	-	-	-	-
*ACP4*	0.61	0.39–0.95	0.0287	YES	-	maintained	X	-
*ADH1C*	1.63	1.05–2.53	0.0293	NO		gained	-	-
*SLC1A1*	1.65	1.05–2.59	0.0295	NO		gained	X	X
*OPRK1*	0.62	0.39–0.96	0.0337	YES	-	maintained	-	X
*GDAP1L1*	0.63	0.40–0.97	0.0357	YES	adaptive	-	-	-
*REG4*	1.62	1.03–2.54	0.0383	YES	adaptive	-	X	-
*KCNK15*	0.63	0.40–0.98	0.0391	NO		gained	-	-
*AFP*	0.62	0.40–0.98	0.0394	YES	non adaptive	-	-	-
*FREM2*	1.62	1.02–2.58	0.0398	YES	non adaptive	maintained	X	-
*ST7*	1.60	1.02–2.52	0.0404	YES	non adaptive	maintained	-	-
*LYZ*	0.63	0.41–0.99	0.0437	NO		gained	-	-
*ADGRB2*	0.63	0.41–0.99	0.0442	NO		gained	-	-
*SATB1*	1.60	1.01–2.53	0.0449	YES	-	maintained	X	X
*YPEL3*	0.64	0.41–0.99	0.0450	YES	non adaptive	maintained	-	-
*NRCAM*	1.58	1.01–2.47	0.0451	NO		gained	-	-
*SDK2*	0.64	0.42–0.99	0.0452	NO		gained	X	X
*SYT9*	0.64	0.41–0.99	0.0453	NO		gained	-	-
*PDGFRB*	0.63	0.40–0.99	0.0474	NO		gained	X	X
*C1QTNF6*	0.63	0.40–1.00	0.0488	YES	-	maintained	X	X

Multivariate Cox regression analysis for the genes was performed on the cohort of The Cancer Genome Atlas Prostate Adenocarcinoma data. Correlations of clinical characteristics and expression levels of the genes were assessed with Fisher’s exact test.

^1^ Hazard ratio for biochemical relapse or clinical tumor progression. Calculated with Cox regression.

^2^ 95% confidence interval.

^3^ P ≤ 0.05 after adjustment for multiple testing.

Gleason score showed highly significant association with the risk of disease progression. Also tumor T-stage was significantly associated with progression. We tested correlation of the expression of each gene with Gleason score and T-stage (S5 and S6 Tables). Expression of 163 genes showed significant correlation with Gleason score and expression of 124 genes showed significant correlation with T-stage. Expression of 16 genes correlating with Gleason score and 11 genes correlating with T-stage were associated also with progression-free survival (Table 1).

## Discussion

We describe development of a cell culture model to study the adaptation of androgen-dependent prostate cancer cells to low androgen level. When compared to VCaP-T cells, VCaP-CT cells were more sensitive to testosterone, gaining the ability to grow at low testosterone concentration. VCaP-CT cells reacted to testosterone-depletion by upregulating AR, which is a known mechanism of castration-resistance [17–19]. Furthermore, PSA response to testosterone was greater in testosterone-depleted VCaP-CT cells. They were also more resistant to antiandrogens, both in the presence of low and high testosterone concentration. These findings suggest both increased androgen sensitivity and responsiveness in VCaP-CT compared to VCaP-T. Thus, our findings are similar as in previously described cell culture models [19–21], confirming validity of our model in simulating castration resistance. Further, many androgen responsive genes detected in our cell model were associated with prostate cancer progression-free survival, disease aggressiveness and tumor stage, confirming clinical validity of our findings.

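Genes of fatty acid synthesis and lipid storage responded to testosterone in both lines. ACSL3, an acyl-CoA synthetase of lipid droplets (ENSG00000123983.13, chromosome 2, 222860934 to 222944639), fell on depletion of VCaP-T from 30103 ± 1112 to 13645 ± 291 normalized counts (SD, n = 3 each, log2 fold change -1.14, SE 0.07, adjusted p = 1.35e-06 from edgeR) and rose on rechallenge of VCaP-CT from 16651 ± 244 to 61751 ± 3846 (log2 fold change 1.89, SE 0.07, adjusted p = 1.26e-08 from edgeR). MBOAT2, an acyltransferase of phospholipids (ENSG00000143797.11, chromosome 2, 8852690 to 9003813), fell on depletion from 11845 ± 487 to 5268 ± 845 (log2 fold change -1.17, SE 0.11, adjusted p = 2.09e-05 from edgeR). Of 39 measured genes of the group, 9 fell on depletion, with ACSL3, MBOAT2, ELOVL6 and ELOVL5 at the smallest p, and 4 rose, ACSL5, ELOVL4, PLIN1 and SCD5 (12 and 6 when adjusted over the list alone, Fisher's exact test, adjusted p = 7.57e-05 for the genes that fell). On rechallenge 12 rose and 3 fell, FABP5, PLIN4 and SCD5 (14 and 3 when adjusted over the list alone, Fisher's adjusted p = 6.73e-05 for the genes that rose). In VCaP-CT at 0.1 nM T against VCaP-T at 10 nM T, where line and testosterone both differ, 16 were lower and 2 higher, FABP5 and PNPLA2 (16 and 2 when adjusted over the list alone, Fisher's adjusted p = 0.00081 for the lower genes). PPARG, a nuclear receptor of fat cells, had 237 ± 8.53 normalized counts in VCaP-T at 10 nM T and 9.61 ± 0.720 in VCaP-CT at 0.1 nM T (log2 fold change -4.60, SE 0.26, adjusted p = 4.58e-08 from edgeR).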

RNA-sequencing revealed connections between lipid metabolism and androgen receptor regulation along with castration resistance. This agrees with previous findings about the effect of lipid metabolism to prostate cancer outcome [22–24]. Moreover, RNA expression of immune response genes was also found to be linked with AR regulation and castration resistance. 

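Members of the interferon-stimulated and NF-kappaB groups rose on depletion in VCaP-T. IRF1, a transcription factor of the interferon response with 22.0% of its exon length shared with another gene (ENSG00000125347.13, chromosome 5, 132481609 to 132490798), rose from 138 ± 2.92 to 286 ± 24.2 normalized counts on depletion (SD, n = 3 each, log2 fold change 1.05, SE 0.12, adjusted p = 8.65e-05 from edgeR), and had 169 ± 20.9 and 129 ± 5.47 in VCaP-CT at 0.1 and 10 nM T (log2 fold change -0.38, SE 0.12, adjusted p = 0.035 from edgeR). BIRC3, a target and regulator of NF-kappaB (ENSG00000023445.13, chromosome 11, 102317450 to 102339403), rose from 82.9 ± 7.59 to 328 ± 66.3 (log2 fold change 1.98, SE 0.16, adjusted p = 8.05e-06 from edgeR) and had 231 ± 20.5 and 156 ± 13.0 in VCaP-CT (log2 fold change -0.57, SE 0.15, adjusted p = 0.0185 from edgeR). Of 36 measured interferon-stimulated genes, 9 rose on depletion and 1 fell, ZBP1 (11 and 1 when adjusted over the list alone, Fisher's exact test, adjusted p = 0.000884 for the genes that rose). On rechallenge 2 rose, HERC5 and ZBP1, and 2 fell, IRF8 and SP110 (2 and 2 when adjusted over the list alone). Of 28 cytokine receptors and JAK-STAT genes, 4 rose on depletion, IL2RG, JAK3, SOCS3 and STAT5A, and 2 fell, GHR and LIFR (4 and 2 when adjusted over the list alone, Fisher's adjusted p = 0.164 and 0.541). Of 9 measured genes of antigen presentation, 2 rose on depletion, ERAP2 and MR1 (4 when adjusted over the list alone, Fisher's adjusted p = 0.171).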

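AKR1C3, UGT2B15 and UGT2B17 rose in VCaP-T on depletion, and CDK6 and SNAI2 fell. AKR1C3, which makes testosterone from androstenedione (ENSG00000196139.13, chromosome 10, 5035354 to 5107686), had 162 ± 19.3 and 727 ± 274 normalized counts in VCaP-T at 10 and 0.1 nM T and 63.8 ± 6.56 and 22.3 ± 2.62 in VCaP-CT at 0.1 and 10 nM T (SD, n = 3 each, on depletion, log2 fold change 2.16, SE 0.22, adjusted p = 4.23e-05 from edgeR). UGT2B17, which glucuronidates androgens (ENSG00000197888.2, chromosome 4, 68537184 to 68568527), rose on depletion from 4.71 ± 3.16 to 50.6 ± 13.2 (log2 fold change 3.34, SE 0.48, adjusted p = 0.00055 from edgeR), and so did its near-identical paralog UGT2B15 (log2 fold change 2.29, SE 0.38, adjusted p = 0.00138 from edgeR). Fragments that fit both UGT genes were not counted, and AKR1C3 has close paralogs, so the levels of these genes are uncertain. ABCA1, a cholesterol exporter (ENSG00000165029.15, chromosome 9, 104781002 to 104928237), was at 69.1 ± 14.6 before and 169 ± 80.0 after depletion, short of the threshold (log2 fold change 1.30, SE 0.30, adjusted p = 0.0107 from edgeR). It was higher in VCaP-CT at 0.1 nM T than in VCaP-T at 10 nM T (log2 fold change 1.55, SE 0.30, adjusted p = 0.0013 from edgeR). CDK6, a kinase of the cell cycle, fell on depletion by 1.03 and SNAI2, an EMT factor, by 1.23 on the log2 scale (adjusted p = 0.00139 and 0.00109 from edgeR). EAF2, an androgen-induced gene, fell by 1.20 (adjusted p = 0.00137 from edgeR). THBS1, an inhibitor of vessel growth, rose by 1.24, TNFAIP3, an inhibitor of NF-kappaB, by 1.43 and ATOH8, a transcription factor, by 1.98 (adjusted p = 4.69e-05, 2.26e-05 and 5.11e-06 from edgeR). On rechallenge of VCaP-CT, CDK6, SNAI2 and EAF2 were higher, at 1.27, 4.58 and 1.44, THBS1 and ATOH8 were lower, at -0.79 and -0.94, each at an adjusted p under 0.01 (edgeR). TNFAIP3 was at 0.08 (SE 0.13, adjusted p = 0.717 from edgeR). Of the 4 steroid genes 3 rose on depletion, and of the 6 proliferation and apoptosis genes 3 rose and 3 fell (4, 3 and 3 when adjusted over the list alone). The paper chose these genes from these samples, so the counts are not independent evidence. UGT2B15 was short of the threshold on depletion without VCaP-T at 10 nM T replicate 2, and AKR1C3 on rechallenge when any of 4 single VCaP-CT libraries was left out.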

Our study confirmed alteration of known prostate cancer related pathways such as steroid metabolism (e.g., *ABCA1*, *AKR1C3*, *UGT2B15*, *UGT2B17*) and epithelial/endothelial cell proliferation and apoptotic process (e.g., *CDK6*, *SNAI2*, *THBS1*, *TNFAIP3*, *EAF2*, *ATOH8*) upon AR regulation and castration resistance. Among the AR-associated genes we identified adaptive genes whose expression was restored in VCaP-CT to the level of VCaP-T under 10 nM androgen stimulus. This implicates that retaining the expression level of these genes is important for cancer cell survival and proliferation of castration resistant cells. 

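Adaptive genes in VCaP-CT at 0.1 nM T ranged from those at the level of VCaP-T at 10 nM T to those far past it. HABP2, a plasma protease (ENSG00000148702.14, chromosome 10, 113550837 to 113589602), had 37.5 ± 6.34 normalized counts in VCaP-T at 10 nM T, 147 ± 29.2 after depletion and 35.6 ± 9.05 in VCaP-CT (SD, n = 3 each, between the lines, log2 fold change -0.06, SE 0.29, adjusted p = 0.878 from edgeR). THBS1 had 9019 ± 90.9, 21261 ± 4637 and 6289.9 ± 25.1 in the same groups, a difference between the lines of -0.52 (SE 0.13, adjusted p = 0.00538 from edgeR). ANXA10, of the annexin family, had 14.2 ± 0.420, 41.2 ± 20.0 and 6.15 ± 1.49 (between the lines, log2 fold change -1.19, SE 0.41, adjusted p = 0.0349 from edgeR). Each line was compared in its own medium, so these differences hold the line and the testosterone level together. From the return of such genes in VCaP-CT to the level of VCaP-T under 10 nM T, the paper reasons that keeping their expression is important for survival and proliferation of castration-resistant cells.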

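The 5 immune genes IRF8, JAK3, PTGER4, RELB and IFITM3 and the 4 lipid genes NR1H4, PPARGC1B, PLIN1 and HSD17B14 all changed on depletion and met the rule for adaptive genes, by different routes. RELB, an NF-kappaB subunit (ENSG00000104856.13, chromosome 19, 45001430 to 45038198), had 165 ± 26.7 normalized counts in VCaP-T at 10 nM T, 919 ± 284 after depletion and 216 ± 26.5 in VCaP-CT (SD, n = 3 each, on depletion, log2 fold change 2.48, SE 0.22, adjusted p = 1.58e-05 from edgeR, between the lines, 0.39, adjusted p = 0.173). IRF8, a transcription factor of myeloid cells (ENSG00000140968.10, chromosome 16, 85898803 to 85922609), had 74.0 ± 5.00, 221 ± 17.4 and 21.2 ± 4.23 and lay past the level of VCaP-T at 10 nM T (between the lines, log2 fold change -1.80, SE 0.18, adjusted p = 6.23e-06 from edgeR). JAK3, a kinase of cytokine receptors, had 38.0 ± 6.17, 90.1 ± 10.1 and 15.4 ± 7.90 (between the lines, log2 fold change -1.31, SE 0.29, adjusted p = 0.00304 from edgeR). PTGER4, a prostaglandin E2 receptor, fell on depletion and was higher in VCaP-CT, with 62.3 ± 9.12, 26.7 ± 4.71 and 278 ± 15.3 (between the lines, log2 fold change 2.15, SE 0.14, adjusted p = 1.5e-07 from edgeR). NR1H4, the bile acid receptor FXR (ENSG00000012504.13, chromosome 12, 100473708 to 100564413), had 23.5 ± 4.20, 78.7 ± 19.8 and 3.44 ± 1.56 (between the lines, log2 fold change -2.73, SE 0.41, adjusted p = 0.000189 from edgeR). HSD17B14, a steroid dehydrogenase, had 81.3 ± 1.44, 179 ± 30.5 and 82.8 ± 10.1 (between the lines, 0.03, adjusted p = 0.901 from edgeR). PLIN1 had 38.3 ± 1.77, 88.1 ± 9.94 and 34.4 ± 10.1, and PPARGC1B, which fell on depletion, had 1496 ± 10.7, 668 ± 272 and 1127 ± 29.7. IFITM3, an antiviral membrane protein that shares exons with a neighbor and has close paralogs, had 35.7 ± 7.94, 81.8 ± 16.8 and 41.5 ± 7.78. The paper chose these 9 genes from these samples, so this is not independent evidence. Without VCaP-T at 10 nM T replicate 1, 2 or 3, the adjusted p on depletion was above 0.01 for JAK3 and PPARGC1B (edgeR), and without replicate 2 of depleted VCaP-T, PPARGC1B differed between the lines at an adjusted p under 0.01.

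**Figure D4:**
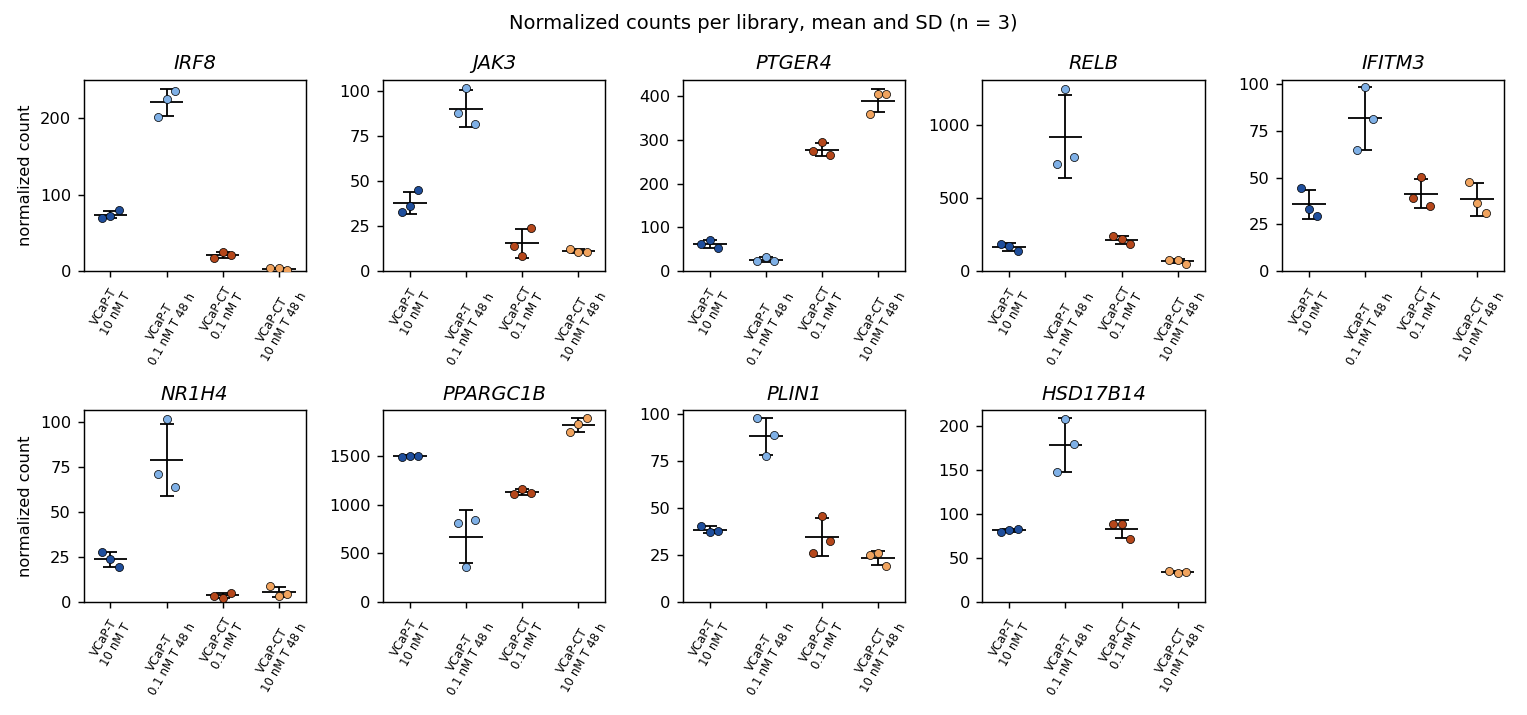
Normalized counts of 9 adaptive genes named in the paper in the 4 groups; each point is a library and each bar the mean of 3 with its SD. In VCaP-CT at 0.1 nM T, IRF8, JAK3 and NR1H4 lie below and PTGER4 above VCaP-T at 10 nM T.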

Many of the immune response related (e.g., *IRF8*, *JAK3*, *PTGER4*, *RELB*, *IFITM3*) and part of the lipid metabolism related genes (e.g., *NR1H4*, *PPARGC1B*, *PLIN1*, *HSD17B14*) were identified to be adaptive which addressed their significance for prostate cancer.

Of individual genes with significant survival association, *Ankyrin Repeat And BTB Domain Containing 1* (*ABTB1*) has been associated with PTEN growth-suppressive signaling pathway; overexpression of *ABTB1* inhibits cell growth and progression of the cell cycle (G1/S phase) in vitro [25]. Nevertheless, *ABTB1* produces multiple protein forms and it is unknown which of the forms have the growth-inhibiting role [25]. In colorectal cancer low expression of *ABTB1* is associated with suppressed cancer cell proliferation and migration and low expression of miR-4319 targeting *ABTB1* is associated with poor prognosis [26]. Low expression of miR-4319 has been associated with poor survival also in prostate cancer [27]. We identified *ABTB1* to be up-regulated upon testosterone depletion in VCaP-T and also maintaining the AR-association in VCaP-CT. 

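ABTB1 rose on depletion of VCaP-T and fell on rechallenge of VCaP-CT. The gene (ENSG00000114626.17, chromosome 3, 127672935 to 127680920) had 163 ± 9.01 normalized counts in VCaP-T at 10 nM T and 491 ± 23.3 after depletion (SD, n = 3 each, log2 fold change 1.59, SE 0.13, adjusted p = 8.29e-06 from edgeR). In VCaP-CT it had 335 ± 21.3 at 0.1 nM T and 112 ± 22.1 at 10 nM T (log2 fold change -1.57, SE 0.13, adjusted p = 6.03e-06 from edgeR). The test of a difference between the lines in this response gave a log2 difference of -0.02 (SE 0.19, adjusted p = 0.974 from edgeR). In VCaP-CT at 0.1 nM T, ABTB1 lay between the levels of VCaP-T at 10 nM T and depleted VCaP-T, and it was neither adaptive nor non-adaptive.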

Our results suggest that low expression of *ABTB1* indicates better progression-free survival and therefore inhibition of ABTB1 may suppress cancer cell proliferation in prostate cancer.

*Microtubule associated monooxygenase*, *calponin and LIM domain containing 1* (*MICAL1*) has a role in cytoskeleton dynamics [28,29]. It has studied to promote breast cancer proliferation and invasion via ROS/PI3K/Akt/ERK signaling [30,31]. MICAL1 also negatively regulates apoptosis via MST-NDR signaling [32,33]. *MICAL1* has not been studied in prostate cancer but variants of *MICAL2* have progression promoting role in prostate cancer [34]. 

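MICAL1 rose in VCaP-CT on rechallenge with 10 nM T and showed no such change in VCaP-T. The gene (ENSG00000135596.17, chromosome 6, 109444062 to 109465968) had 779 ± 37.5 normalized counts in VCaP-T at 10 nM T and 821 ± 81.2 after depletion (SD, n = 3 each, log2 fold change 0.08, SE 0.10, adjusted p = 0.602 from edgeR). In VCaP-CT it had 473 ± 7.03 at 0.1 nM T and 1113 ± 117 at 10 nM T (log2 fold change 1.23, SE 0.10, adjusted p = 4.07e-06 from edgeR). The response differed between the lines by a log2 difference of -1.31 (SE 0.14, adjusted p = 0.000503 from edgeR), VCaP-T minus VCaP-CT. MICAL2, its paralog, had 2673 ± 70.6 and 1653 ± 818 in VCaP-T and 1702 ± 6.58 and 3601 ± 105 in VCaP-CT and was not called on depletion (log2 fold change -0.69, SE 0.29, adjusted p = 0.107 from edgeR) or rechallenge (log2 fold change 1.08, SE 0.29, adjusted p = 0.0169 from edgeR). LYZ had 2512 ± 167 and 2601 ± 231 in VCaP-T and 119.9 ± 7.35 and 502 ± 24.8 in VCaP-CT (on rechallenge, log2 fold change 2.06, SE 0.10, adjusted p = 6.53e-08 from edgeR). WNT5A, a WNT ligand, had 71.5 ± 5.17 and 75.2 ± 19.4 in VCaP-T and fell from 569 ± 15.9 to 180.4 ± 7.59 in VCaP-CT (log2 fold change -1.65, SE 0.14, adjusted p = 6.49e-06 from edgeR).

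**Figure D5:**
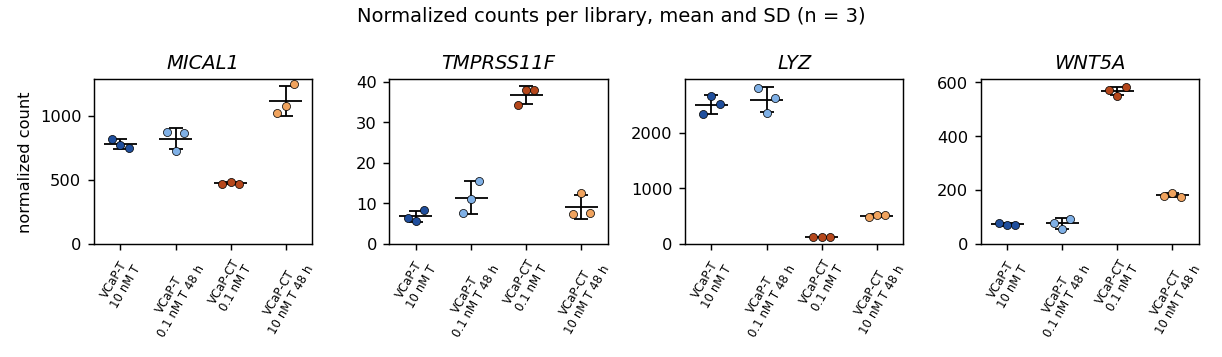
Normalized counts of MICAL1, TMPRSS11F, LYZ and WNT5A in the 4 groups; each point is a library and each bar the mean of 3 with its SD. MICAL1 and LYZ lie higher and WNT5A and TMPRSS11F lower in VCaP-CT at 10 nM T than at 0.1 nM T.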

In our results *MICAL1* gained AR-association in VCaP-CT cells and its low expression associated with better progression-free survival. This suggests that MICAL1 could have similar tumor promoting roles in PCa than in other cancers.

*Special AT-Rich Sequence Binding Protein 1 / SATB homeobox 1* (*SATB1*) and *C1q and TNF related 6* (*C1QTNF6*) showed strong clinical relevance being correlated with both Gleason-score and T-stage as well as being associated with progression-free survival. Overexpression of chromatin organizing SATB1 has been widely studied to be associated with growth, metastatic potential, progression, poor survival and co-expression of multiple oncogenes in multiple cancer types including prostate cancer [35–38]. However, multiple studies associate low expression of SATB1 to poor prognosis [39–42] and apoptosis resistance [43] or do not found SATB1 to be associated with prognosis [44–46]. SATB1 is also involved in T-cell differentiation [47]. 

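SATB1, a chromatin organizer, rose on depletion of VCaP-T and fell on rechallenge of VCaP-CT. The gene (ENSG00000182568.16, chromosome 3, 18345387 to 18445588) had 53.2 ± 7.39 normalized counts in VCaP-T at 10 nM T and 258 ± 36.0 after depletion (SD, n = 3 each, log2 fold change 2.28, SE 0.17, adjusted p = 5.24e-06 from edgeR). In VCaP-CT it had 119 ± 15.5 at 0.1 nM T and 14.6 ± 3.56 at 10 nM T (log2 fold change -3.00, SE 0.22, adjusted p = 1.63e-06 from edgeR). Its level in VCaP-CT at 0.1 nM T was above VCaP-T at 10 nM T (log2 fold change 1.16, SE 0.18, adjusted p = 0.000223 from edgeR) and below depleted VCaP-T (log2 fold change -1.12, SE 0.16, adjusted p = 0.000154 from edgeR), so it met the rule neither for adaptive nor for non-adaptive genes.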

Our results determined *SATB1* to be up-regulated upon testosterone depletion in VCaP-T cells, being modestly adaptive and maintaining AR-association in VCaP-CT cells. Results support that low expression of *SATB1* is associated with poor progression-free survival and higher T-stage and Gleason-score at diagnosis. This is in contrast with previously suggested role of SATB1 as tumorigenesis promoter [35].

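C1QTNF6, a secreted protein of the C1q and TNF family, rose on depletion of VCaP-T and fell on rechallenge of VCaP-CT, each by a little over 2-fold. The gene (ENSG00000133466.13, chromosome 22, 37180167 to 37199385) had 292 ± 27.5 normalized counts in VCaP-T at 10 nM T and 643 ± 123 after depletion (SD, n = 3 each, log2 fold change 1.14, SE 0.14, adjusted p = 0.000128 from edgeR). In VCaP-CT it had 472 ± 30.6 at 0.1 nM T and 199 ± 4.44 at 10 nM T (log2 fold change -1.25, SE 0.14, adjusted p = 4.83e-05 from edgeR). The test of a difference between the lines in the response gave a log2 difference of 0.11 (SE 0.19, adjusted p = 0.802 from edgeR).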

We identified *C1QTNF6* to be up-regulated upon testosterone depletion in VCaP-T and also maintaining its AR-association in VCaP-CT. Low expression of *C1QTNF6* associated with lower T-stage and Gleason score and better progression-free survival. *C1QTNF6* down-regulation has previously been studied to possibly increase breast cancer invasion in vitro [48] but also being overexpressed in multiple cancer types contributing to cancer proliferation, migration and possibly tumor angiogenesis [49–51]. In lung adenocarcinoma high expression of *C1QTNF6* has also been associated with poor prognosis [51]. C1QTNF6 may have anti-inflammatory role [52]. However, the role of this gene in prostate cancer is previously unknown. Our results suggest that C1QTNF6 may promote cancer proliferation and migration also in prostate cancer.

Among AR-association gained genes showing strong indications about clinical relevance, low expression of *ATP binding cassette subfamily C member 5* (*ABCC5*), *secreted protein acidic and cysteine rich* (*SPARC*) and *platelet derived growth factor receptor beta* (*PDGFRB*) is associated with better progression-free survival. ABCC5 is associated with resistance to many drugs [53–59] and it has been studied for example to promote metastasis to bone in breast cancer [60]. High expression of *ABCC5* has previously been linked with prostate cancer progression and with poor progression-free and overall survival [58]. Our results agree with previous studies about the adverse role of ABCC5. SPARC is highly associated with metastatic potential and bone metastases [61–64]. While expression of SPARC is often associated with promotion of metastases, cancer progression and poor prognosis [65–70], some studies suggest the opposite role for SPARC depending on the environment and progression/metastatic state [70–75]. SPARC may also have role in fatty acid transportation [76]. Our results support the progression promoting role of SPARC. PDGFRB and its oncogenic functions, prognostic value and inhibition have been studied widely in prostate cancer and other cancers [77–85]. Also PDGFRB has been associated with bone metastases [85–87] and in addition with angiogenesis [88,89]. Our results support the clinical significance of PDGFRB in prostate cancer progression.

Among AR-association gained genes, new candidate genes that strongly associated with aggressive tumor traits were *sprouty related EVH1 domain containing 3* (*SPRED3*), *transmembrane serine protease 11F* (*TMPRSS11F*) and *solute carrier family 1 member 1* (*SLC1A1*). SPRED3 is suggested to be a negative regulator of RAS/MAPK signaling [90–92] but has not been studied in prostate cancer. Our results do not suggest tumor suppressor role, as low expression was associated with better survival. Also *TMPRSS11F* was identified to gain AR-association in VCaP-CT cells. This particular member of the gene family has not been widely studied but it has been reported to contribute to tumor growth and poor outcome in acute myeloid leukemia patients [93]. Nevertheless, our results suggest different role for TMPRSS11F in prostate cancer as its low expression was associated with poor progression-free survival and high Gleason score and T-stage.

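TMPRSS11F, a membrane serine protease, fell in VCaP-CT on rechallenge with 10 nM T. The gene (ENSG00000198092.5, chromosome 4, 68053198 to 68129880) had 36.7 ± 2.16 normalized counts in VCaP-CT at 0.1 nM T and 9.11 ± 2.91 at 10 nM T (SD, n = 3 each, log2 fold change -1.98, SE 0.29, adjusted p = 0.000361 from edgeR). In VCaP-T it had 6.77 ± 1.31 at 10 nM T and 11.4 ± 3.99 after depletion (log2 fold change 0.71, SE 0.35, adjusted p = 0.187 from edgeR). The difference between the lines in the response was 1.27 (SE 0.47, adjusted p = 0.206 from edgeR), VCaP-T minus VCaP-CT, so a difference was not shown. SLC1A1, a glutamate transporter, had 241 ± 12.5 and 269.7 ± 37.4 in VCaP-T and fell from 106 ± 3.25 to 48.4 ± 1.83 in VCaP-CT (log2 fold change -1.13, SE 0.14, adjusted p = 9.04e-05 from edgeR). SPRED3, an inhibitor of RAS signaling, had 41.7 ± 8.53 and 40.2 ± 14.7 in VCaP-T and fell from 75.7 ± 6.63 to 34.3 ± 8.27 (log2 fold change -1.15, SE 0.27, adjusted p = 0.00836 from edgeR). The adjusted p of SPRED3 on rechallenge was above 0.01 when the model left out any of 9 single libraries (edgeR).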

Glutamate and aspartate transporting *SLC1A1* is expressed in prostate cancer and has been studied to be regulated by testosterone [94,95]. *SLC1A1* is often upregulated in cancers compared to normal tissues [96–98] but also downregulated in some cases [99] and in metastatic PCa compared to primary PCa [96]. SLC1A1 is responsible for transporting extracellular glutamate into cells and due to dysregulation, accumulation of high concentration of extracellular glutamate promotes malignant growth via glutamate receptors and activation of signaling pathways [100–102]. Contrary to that, it has been studied that SLC1A1 is needed for cystine uptake and thus prevention of oxidative stress [98,103–105]. Our results link low expression of *SLC1A1* to poor progression-free survival thus emphasizing the significance of glutamate signaling also in prostate cancer.

*Wnt family member 10B* (*WNT10B*) and *mitogen-activated protein kinase kinase kinase 6* (*MAP3K6*) associated with progression-free survival in our analysis belong to widely studied and cancer related *WNT* and *MAPK* gene families [106,107]. WNT10B promotes proliferation, invasion and other malignant functions and is associated with decreased survival in multiple cancer types [108–114]. Oncogenic functions of WNT10B have been studied also in prostate cancer [115,116] and they might be disease stage specific [116]. Our results further associates *WNT10B* with progression-free survival in PCa. Previous studies on the role of MAP3K6 in cancer are contradictory. MAP3K6 expression has been reported to be reduced in cancer and acting as a tumor suppressor by enhancing proapoptotic activities in response to stress [117–120]. Closely associated MAP3K5 has been studied to have similar role also in prostate cancer [121–123]. Still, *MAP3K6* inhibition is reported to suppress tumor growth, vessel formation and VEGF expression [124]. Our analysis associated low expression of *MAP3K6* with better progression-free survival thus suggesting other than the tumor suppressor role for MAP3K6 in PCa and that MAP3K6 inhibition could suppress tumor growth also in prostate cancer.

## Conclusion

In conclusion, in cell culture model that has gained androgen dependence in vitro and another which has gained androgen independence we confirm the role of several previously reported risk genes in castration-resistance of prostate cancer. Furthermore, we report several novel risk genes among immune-related, transport-related and cell adhesion-related genes that are also associated with disease-specific progression-free survival. We also found genes in immune response, cellular migration and motility that became androgen-regulated in castration-resistance, suggesting a role in disease progression. These findings increase knowledge on mechanisms of castration resistance and may open new avenues for treatment of this condition. Further studies are needed to understand the function and significance of reported genes as biomarkers and/or therapeutic targets in prostate cancer and castration resistance.

## Supporting information

S1 Fig AR protein levels by Western blotting. Analysis of androgen receptor (AR) protein levels by Western blotting with relative density values. Whole Western blots are shown. All measured densities were corrected with corresponding Beta-actin. For both Western blots separately the density of control was set to 1 and the densities of the other lanes were calculated relative to that. More than 2-fold differences were considered to be markedly changed.
(PDF) Click here for additional data file.

S1 Table AR-associated genes. (XLSX) Click here for additional data file.

S2 Table GO enrichments. (XLSX) Click here for additional data file.

S3 Table KEGG enrichments. (XLSX) Click here for additional data file.

S4 Table Association with progression free survival. (XLSX) Click here for additional data file.

S5 Table Association with Gleason score. (XLSX) Click here for additional data file.

S6 Table Association with T-stage. (XLSX) Click here for additional data file.

S1 Raw images Raw images of Western blots form Fig 2A and S1 Fig. (PDF) Click here for additional data file.

# Supplementary material for: Adaptive and non-adaptive gene expression responses in prostate cancer during androgen deprivation
**Source:** PLoS One. 2023 Feb 21;18(2):e0281645. doi: 10.1371/journal.pone.0281645
**Supplement:** S1 Fig — Analysis of androgen receptor (AR) protein levels by Western blotting with relative density values. Whole Western blots are shown. All measured densities were corrected with corresponding Beta-actin. For both Western blots separately the density of control was set to 1 and the densities of the other lanes were calculated relative to that. More than 2-fold differences were considered to be markedly changed.

## VCaP-CT

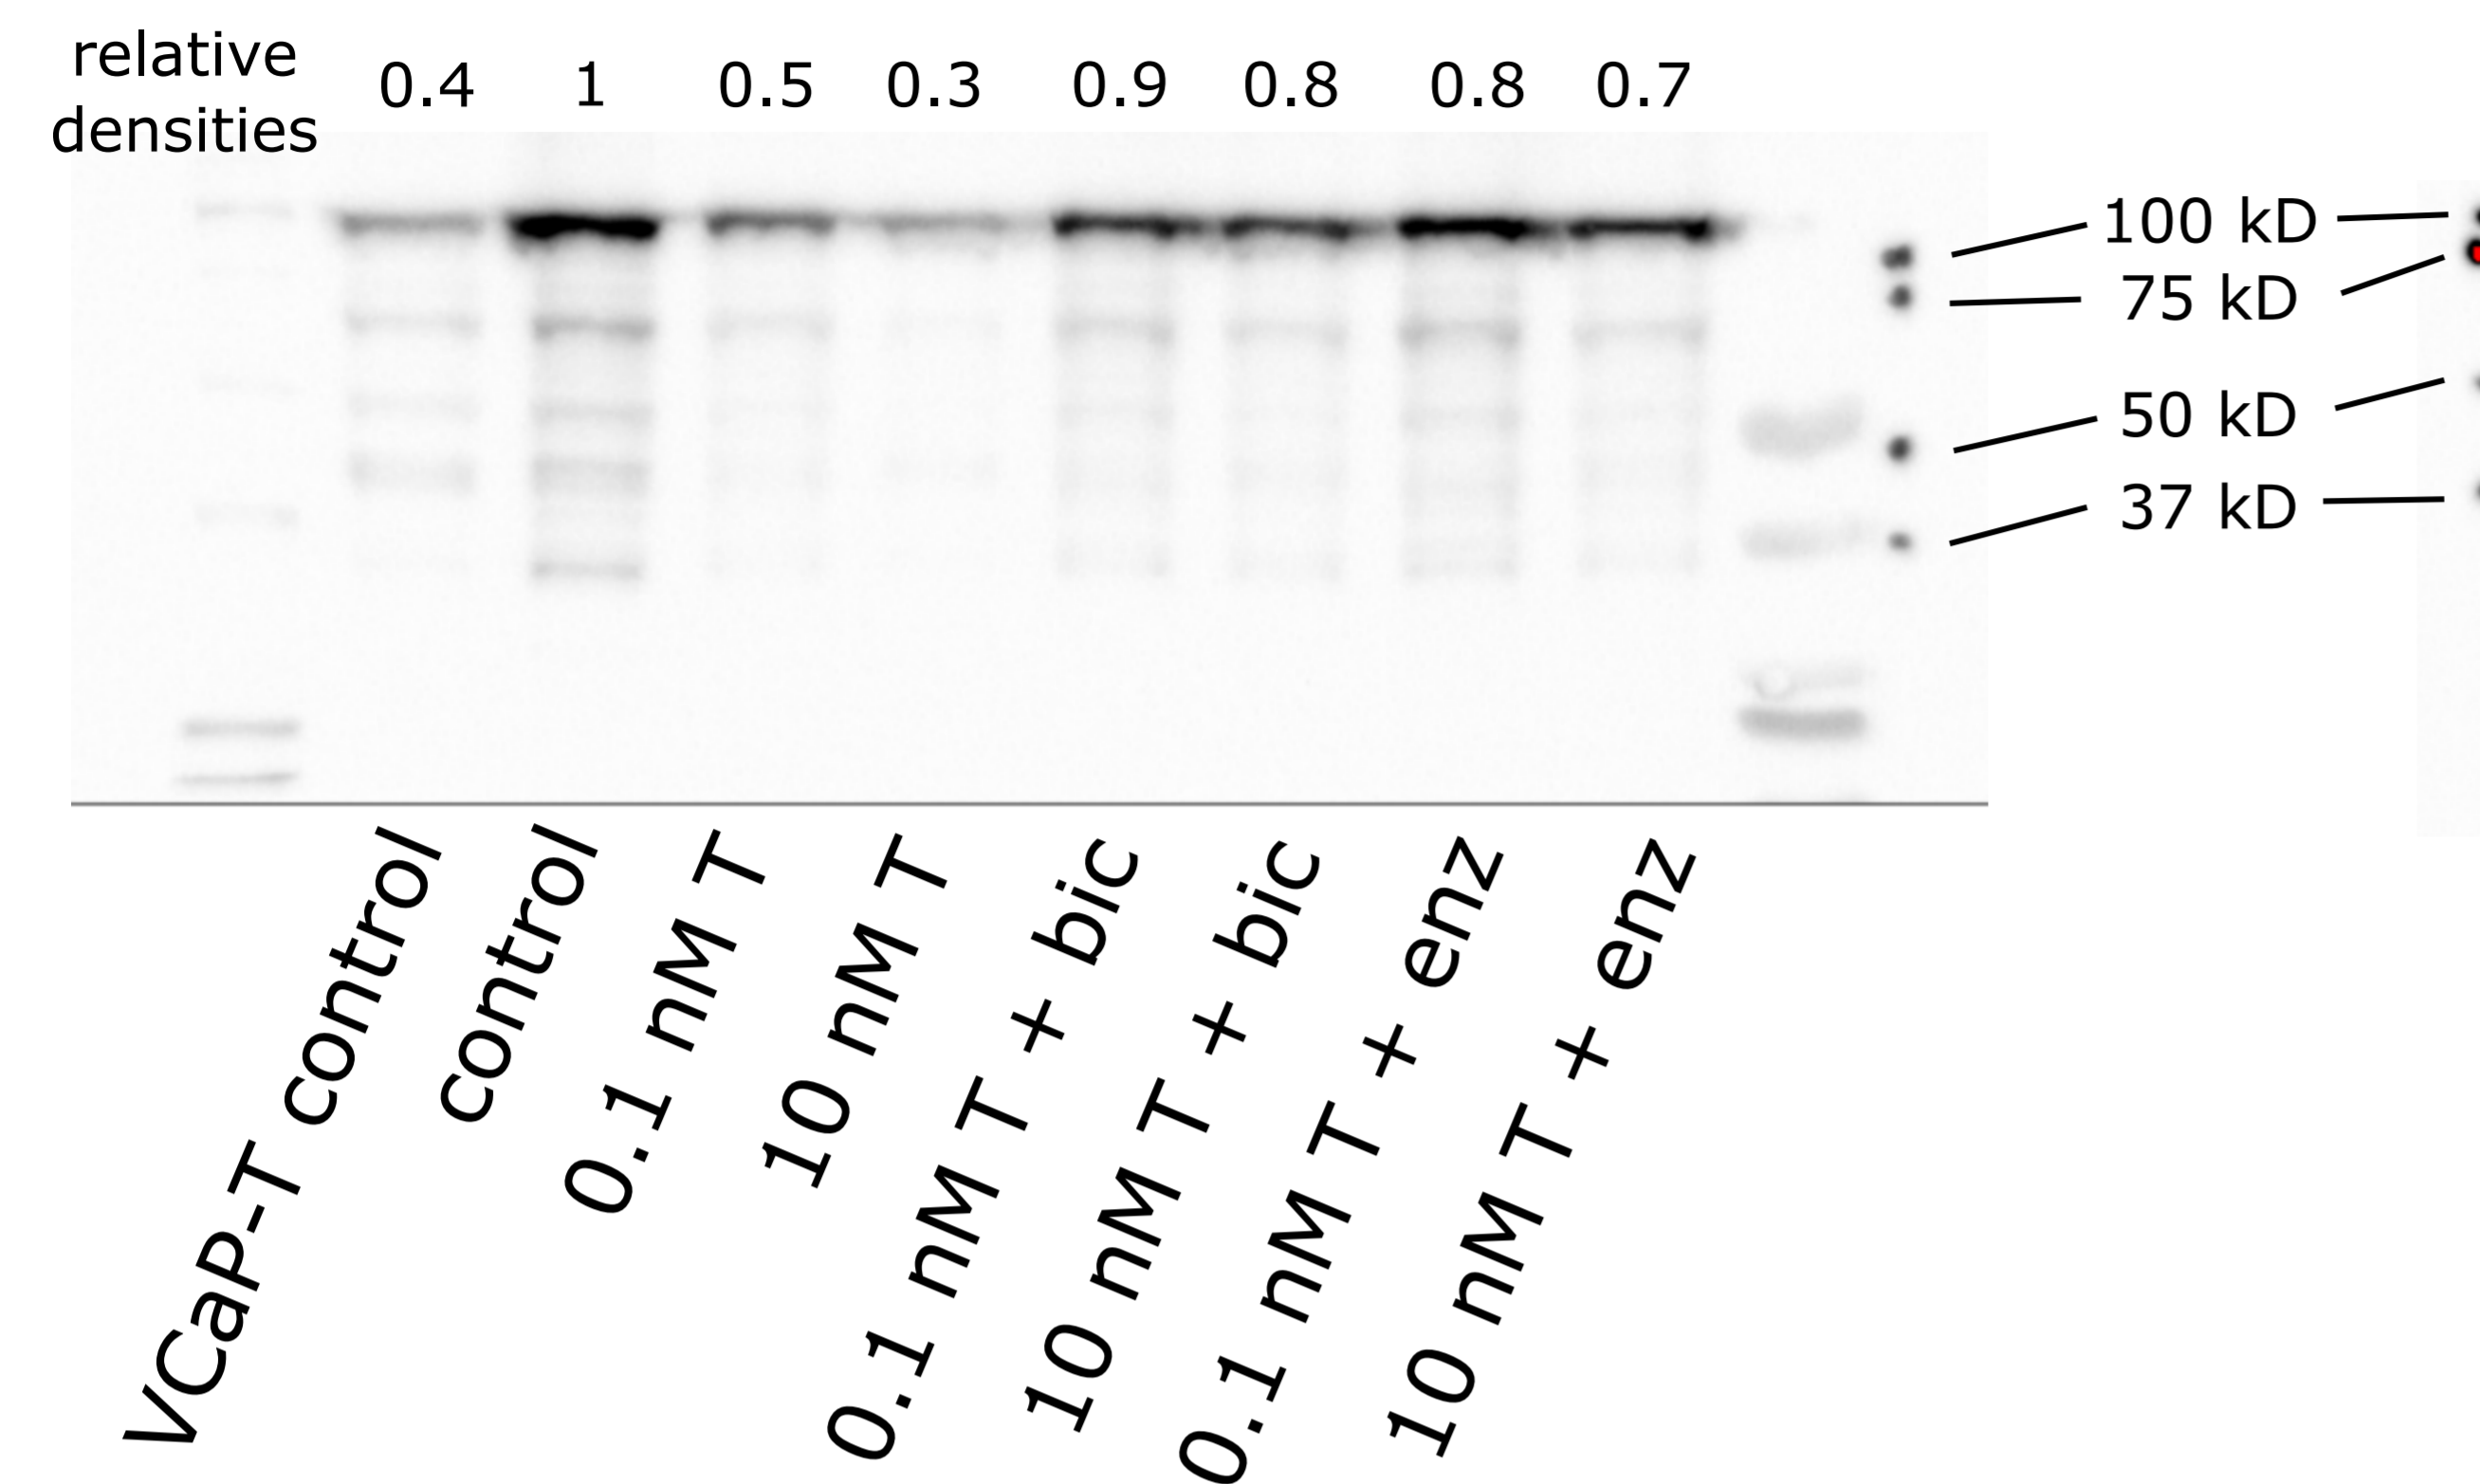

## Beta-actin

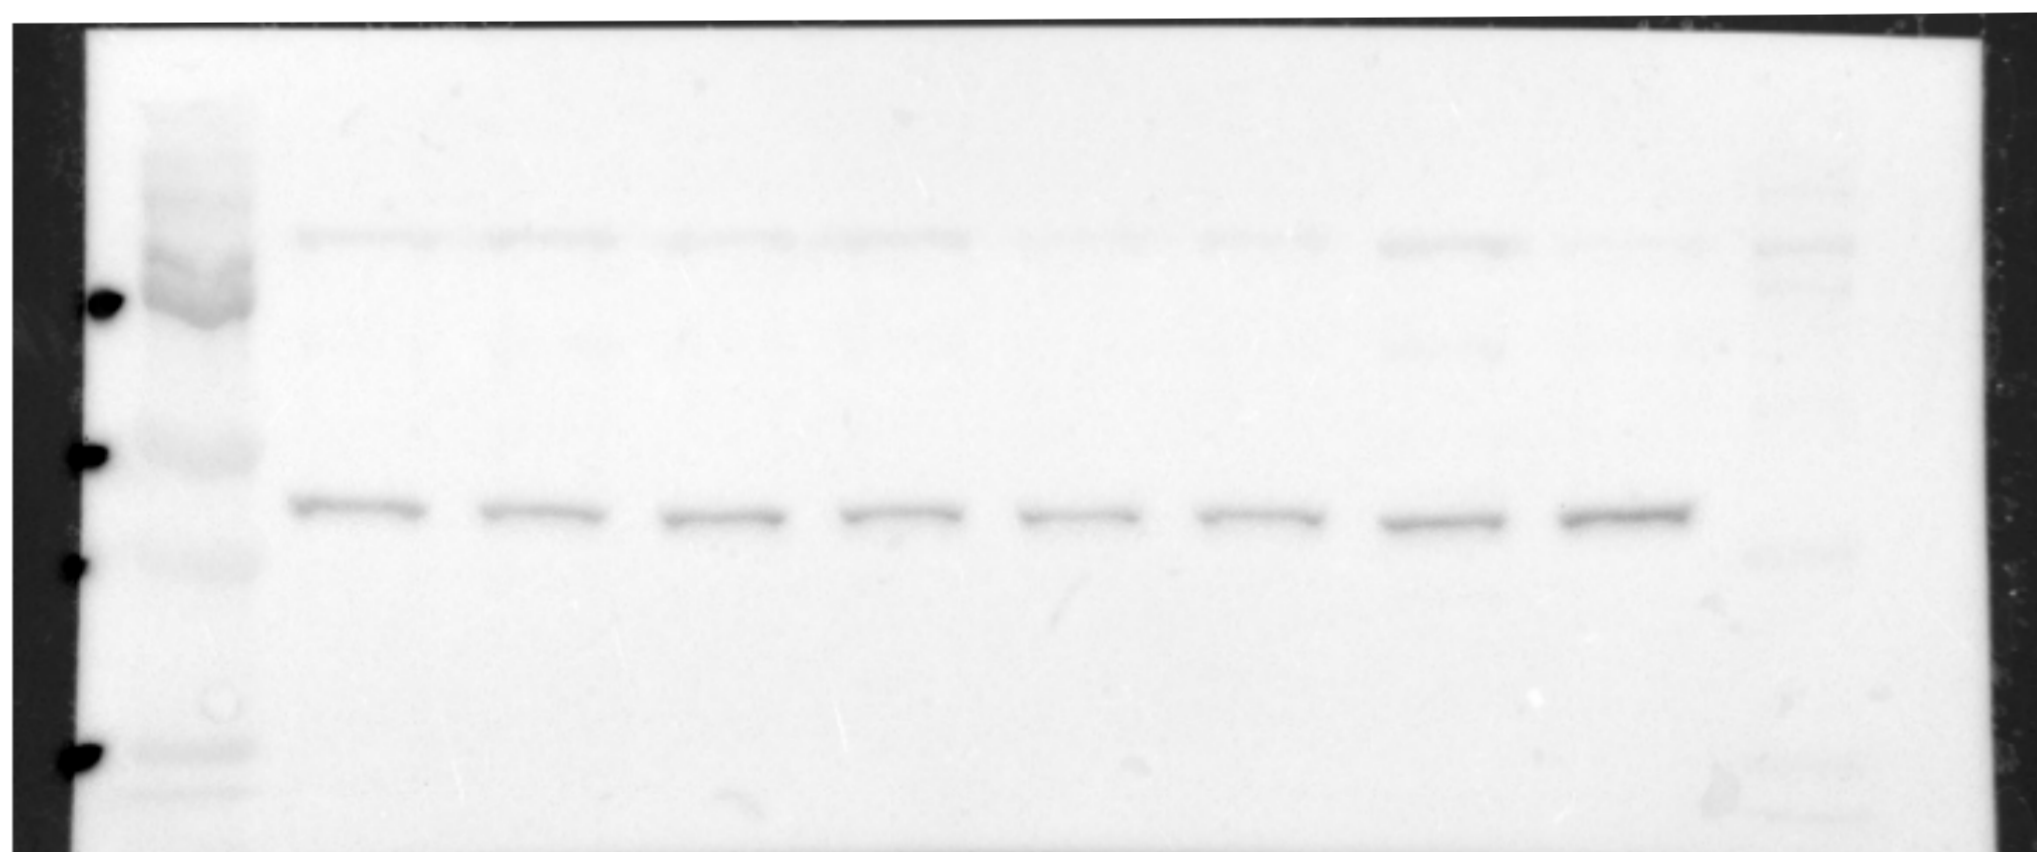

## VCaP-T

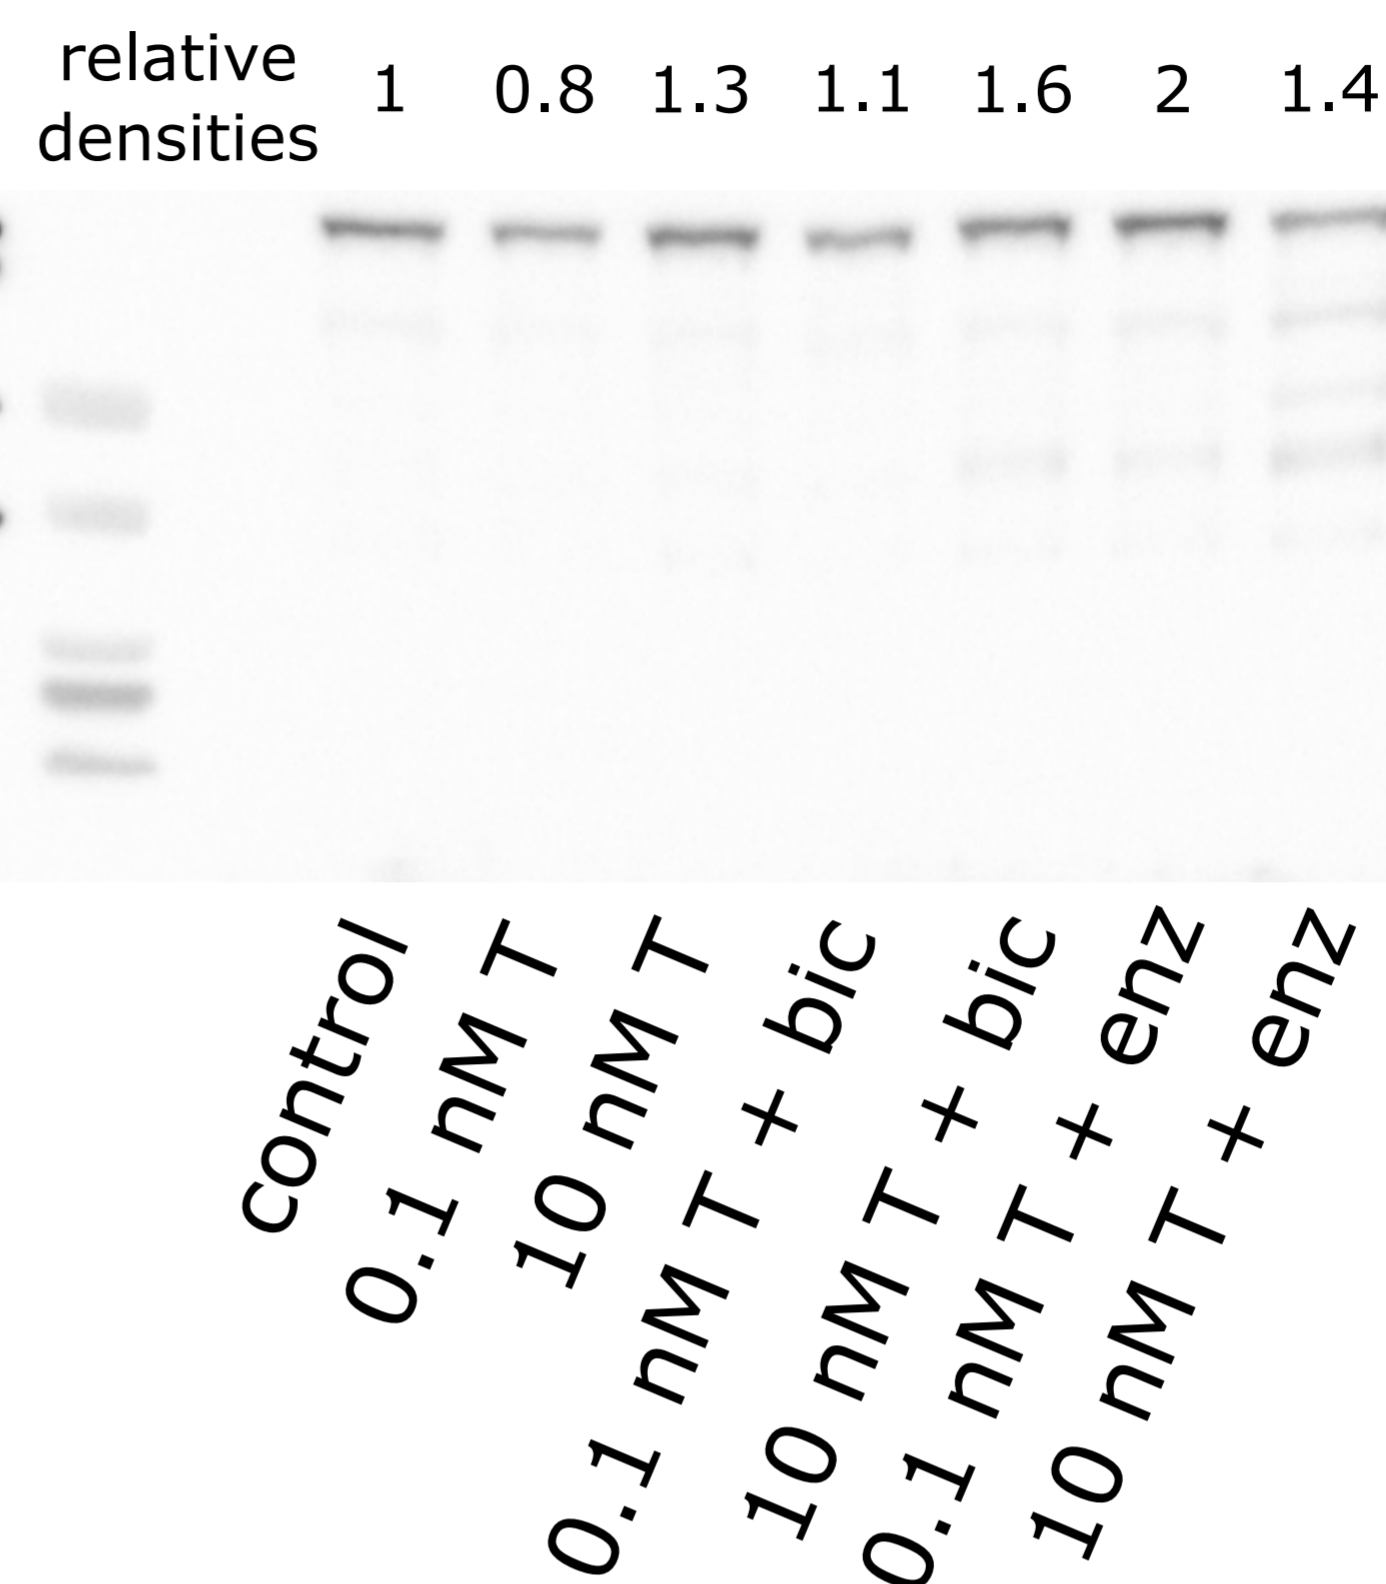

## Beta-actin

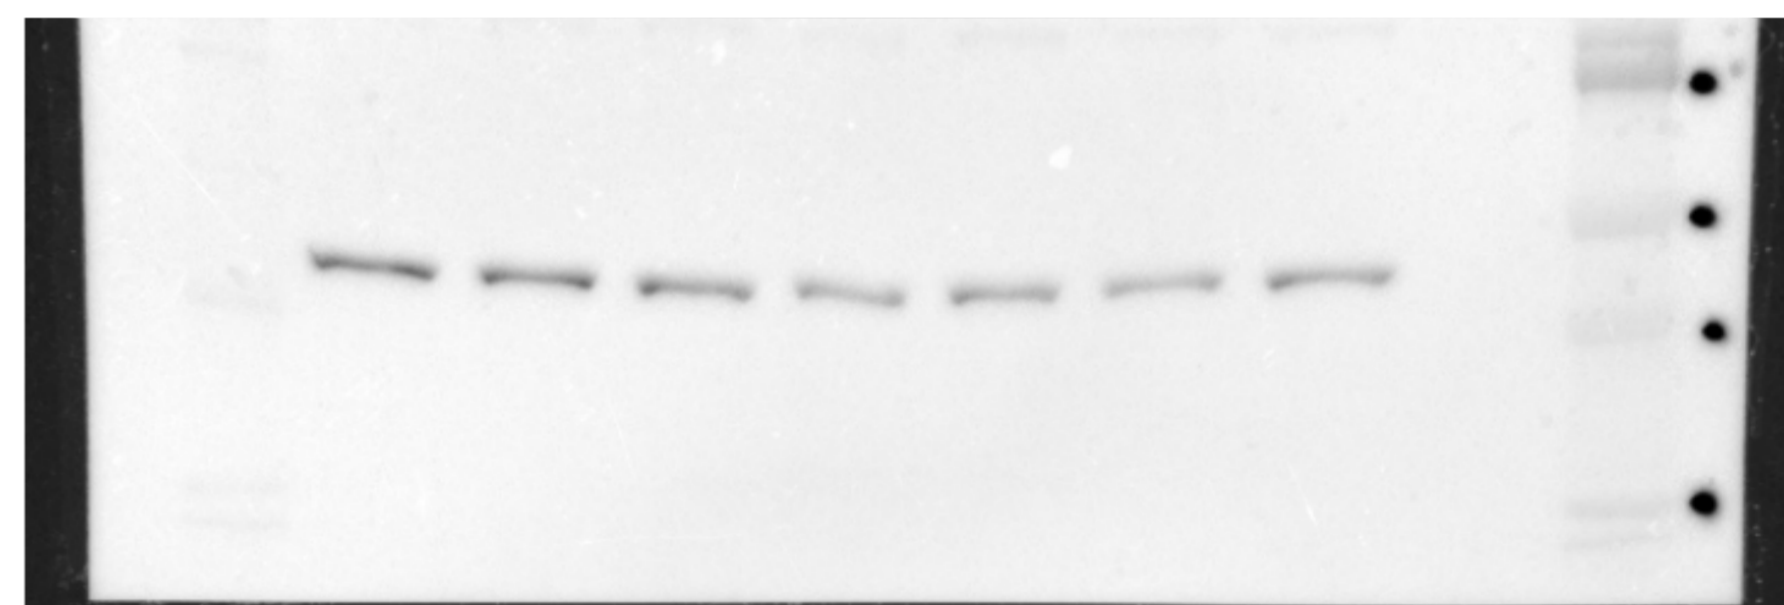

Figure S1: Analysis of androgen receptor (AR) protein levels by Western blotting with relative density values. Whole Western blots are shown. All measured densities were corrected with corresponding Beta-actin. For both Western blots separately the density of control was set to 1 and the densities of the other lanes were calculated relative to that. More than 2-fold differences were considered to be markedly changed.

# Supplementary material for: Adaptive and non-adaptive gene expression responses in prostate cancer during androgen deprivation
**Source:** PLoS One. 2023 Feb 21;18(2):e0281645. doi: 10.1371/journal.pone.0281645

For all images: Chemiluminescence of immunoreactive band was detected by using ChemiDoc™ XRS+ -equipmet (Bio-Rad, Hercules CA, USA).

### Androgen receptor VCaP-CT

Fig 2 A: First blot from the top, S1 Fig: Upper left blot

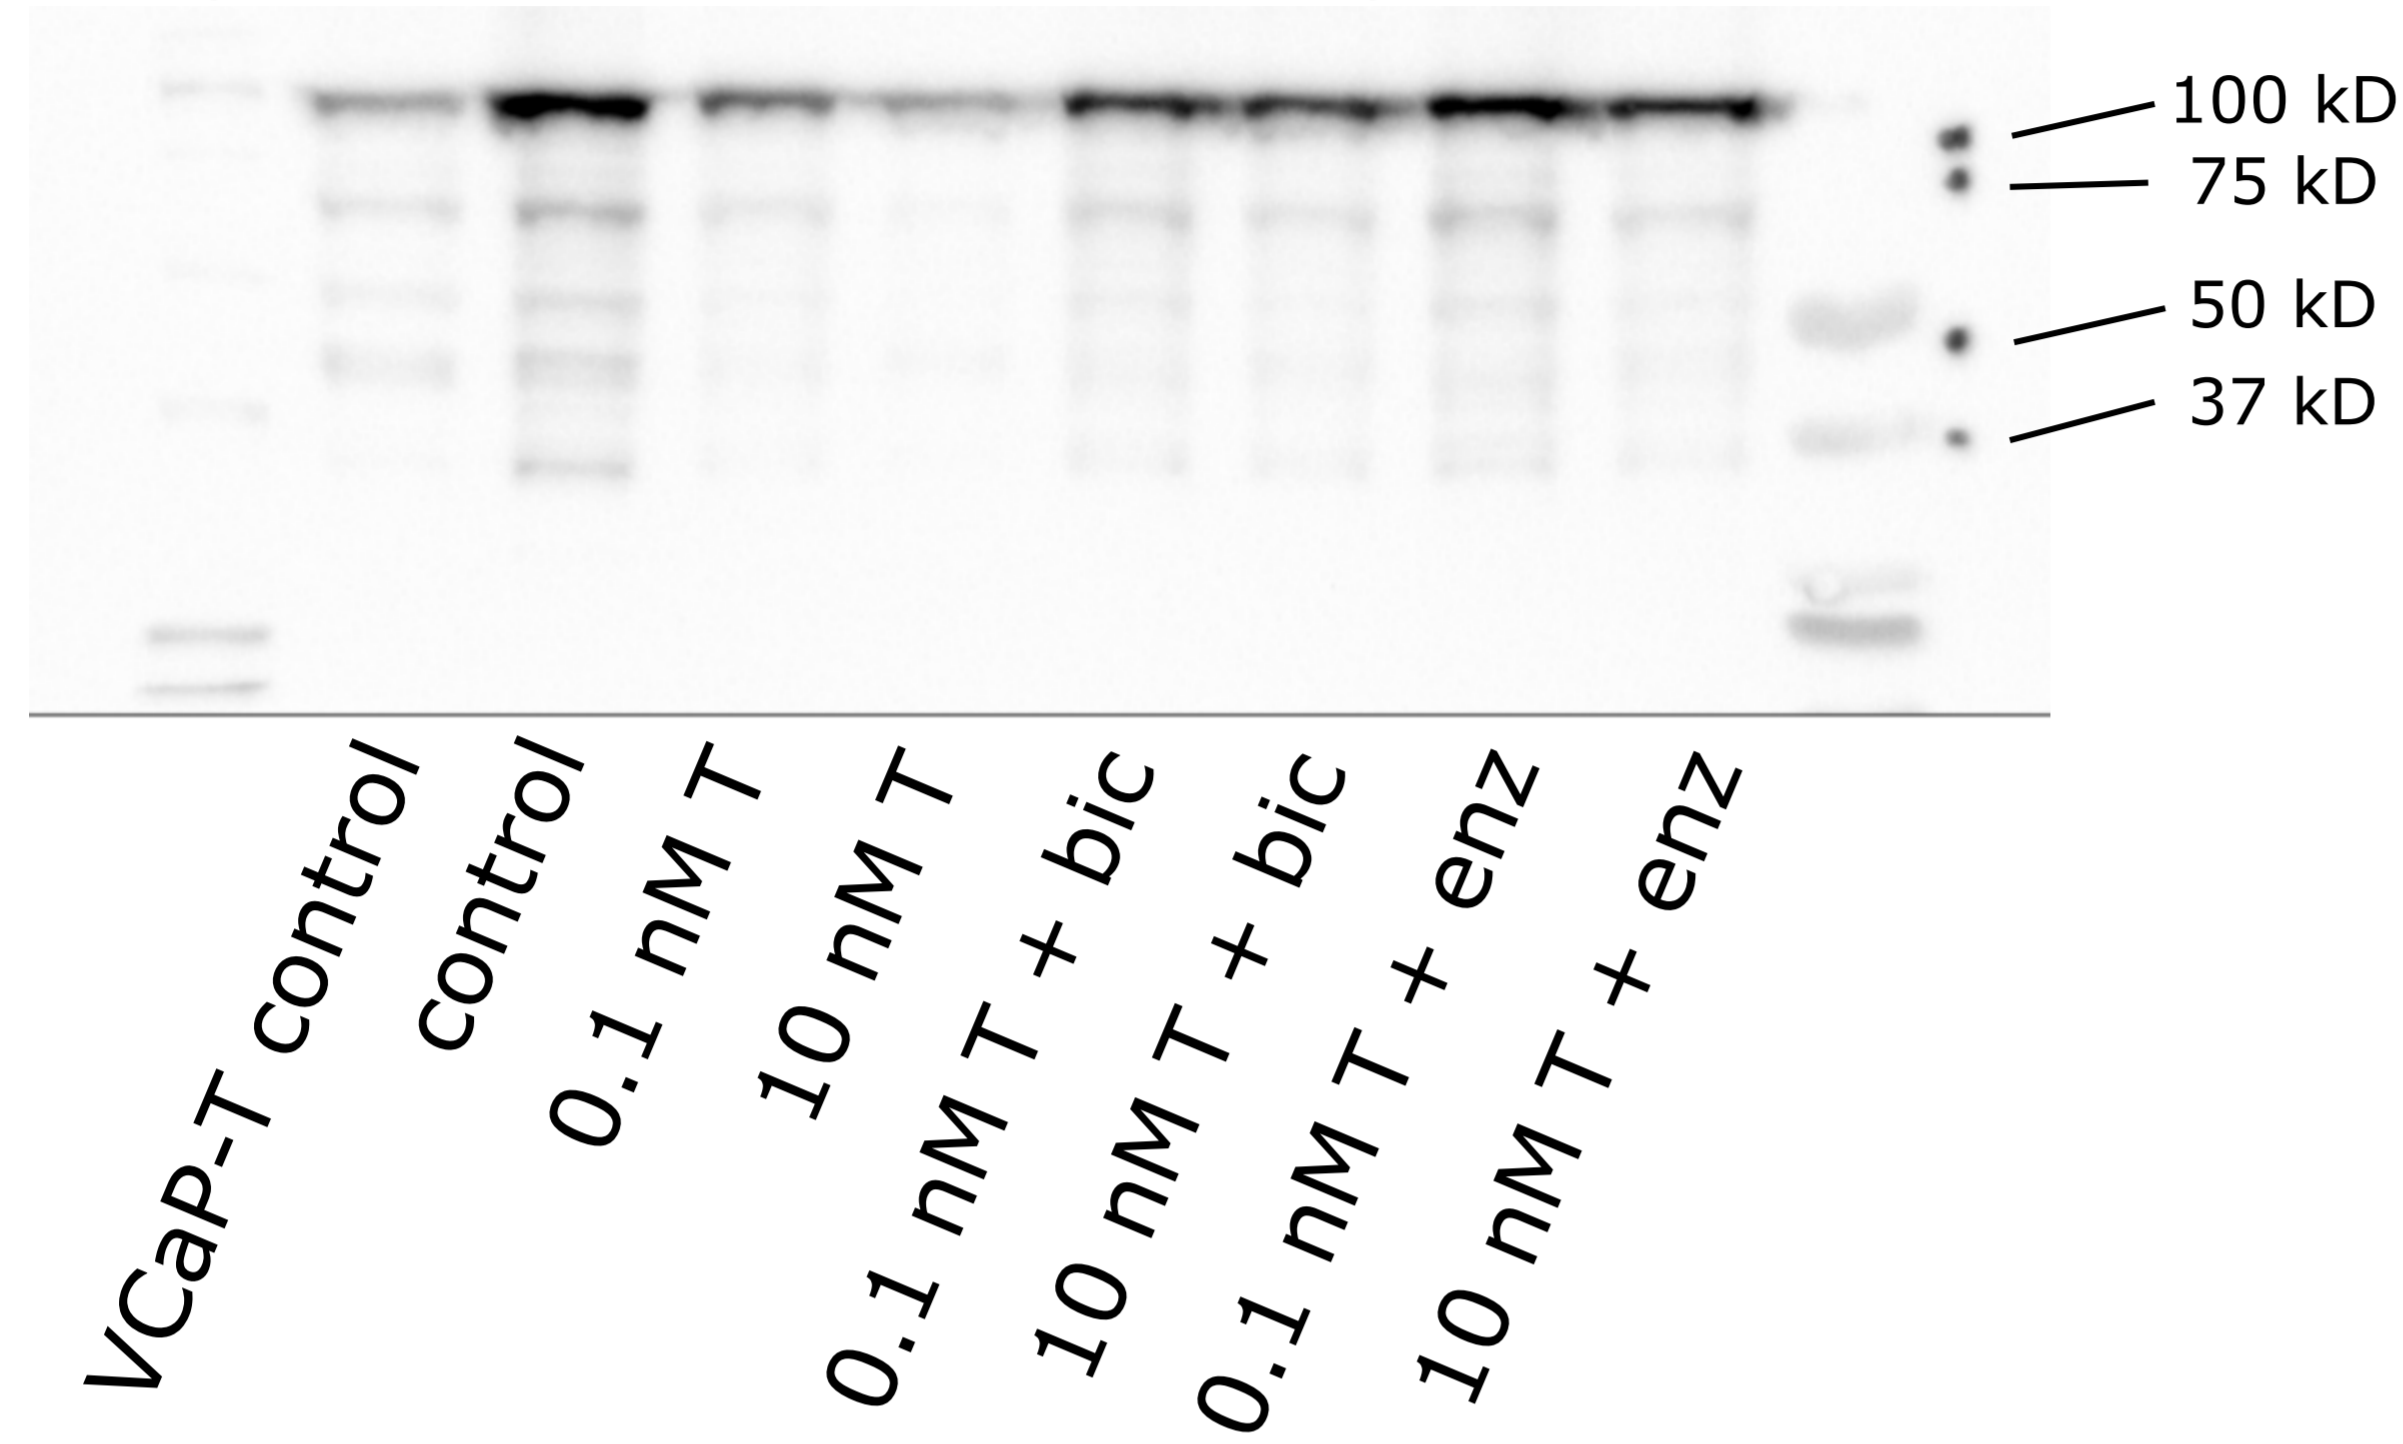

### Androgen receptor VCaP-T

Fig 2 A: Third blot from the top, S1 Fig: Upper right blot

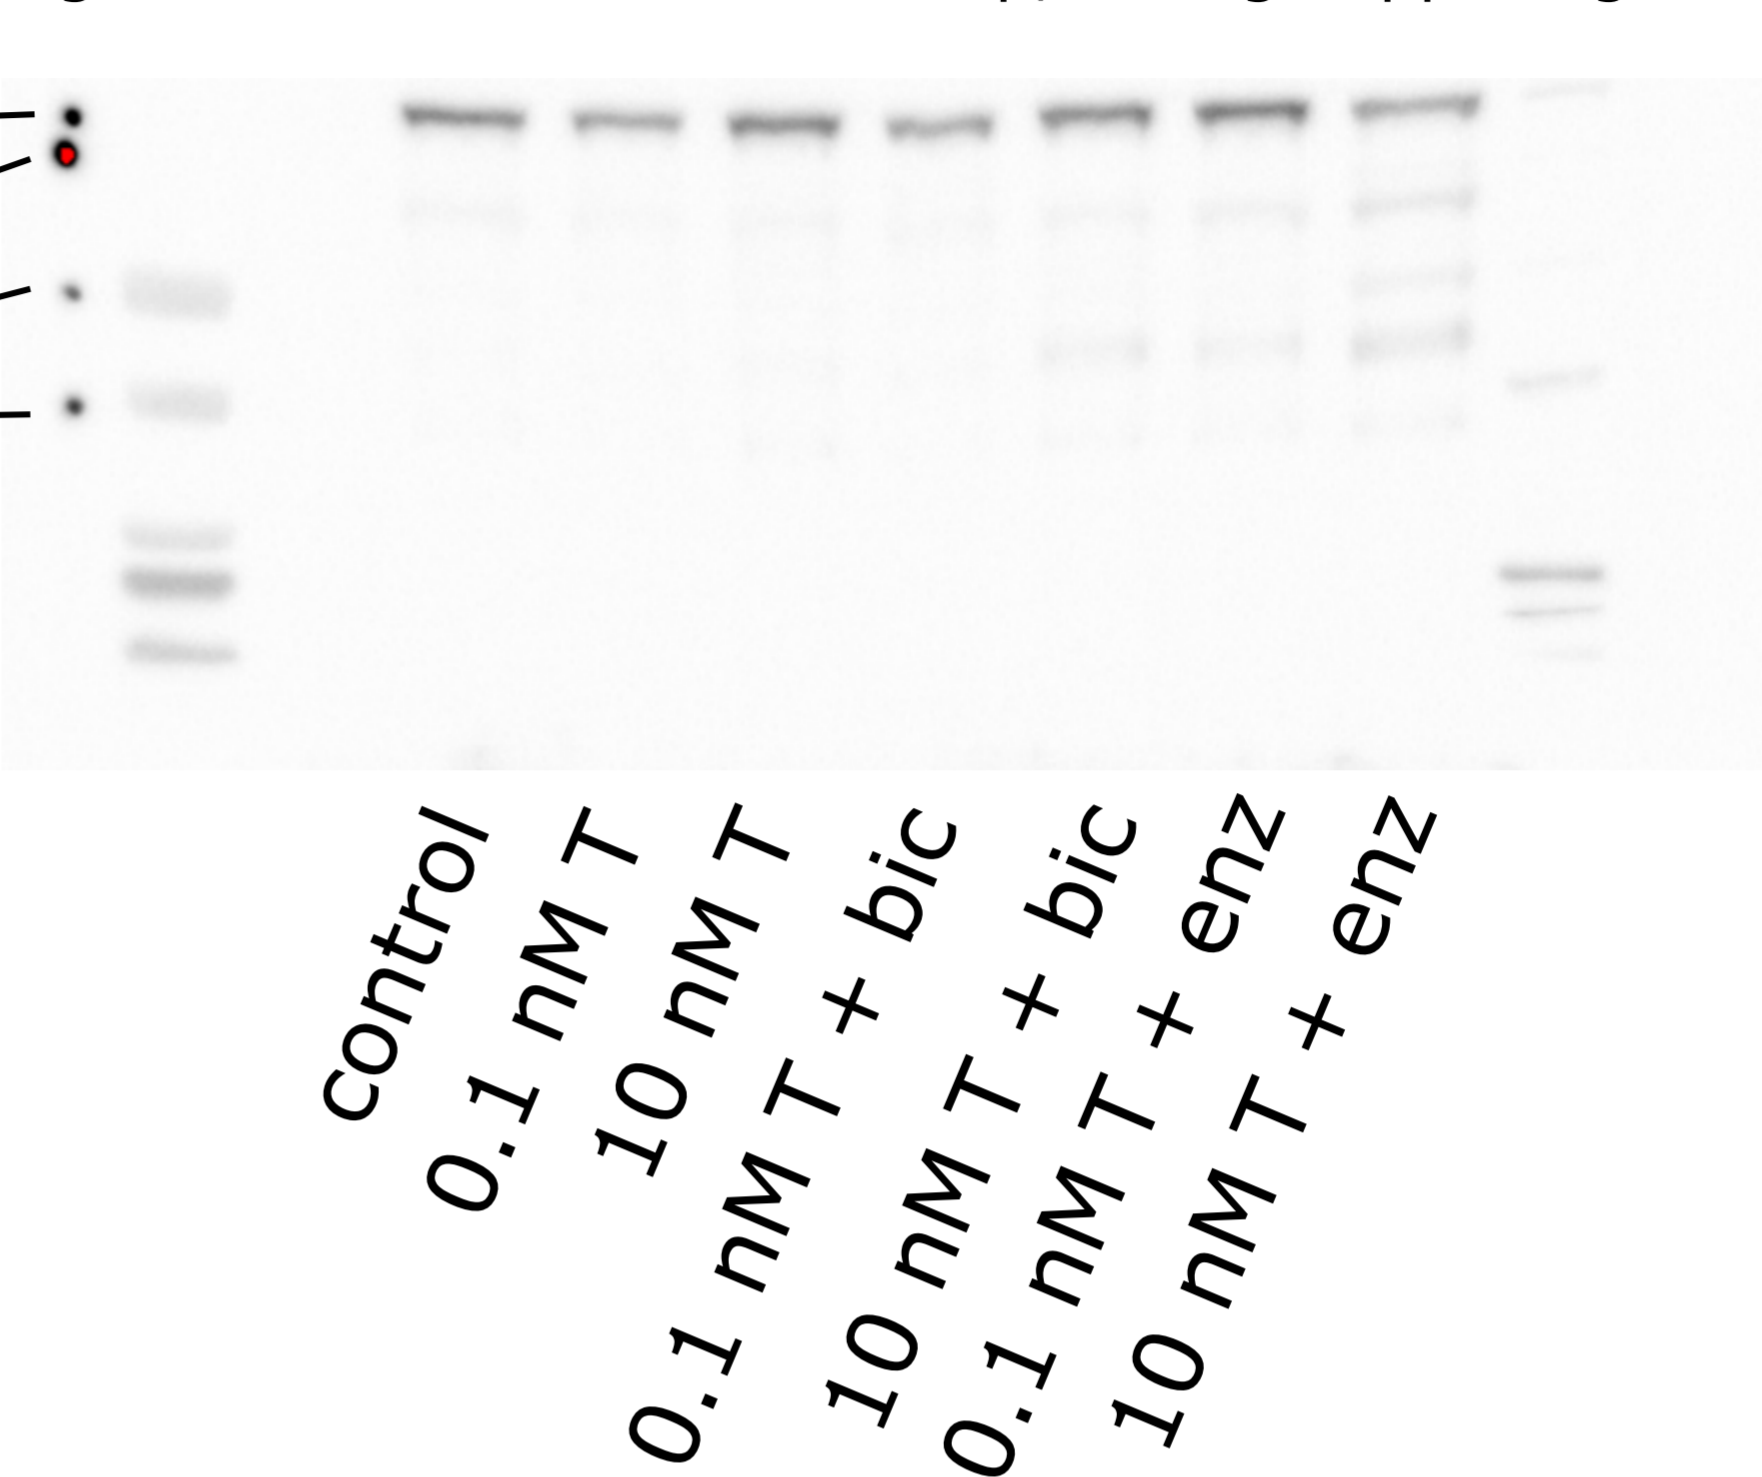

### Beta-actin VCaP-CT

Fig 2 A: Second blot from the top, S1 Fig: Bottom left blot

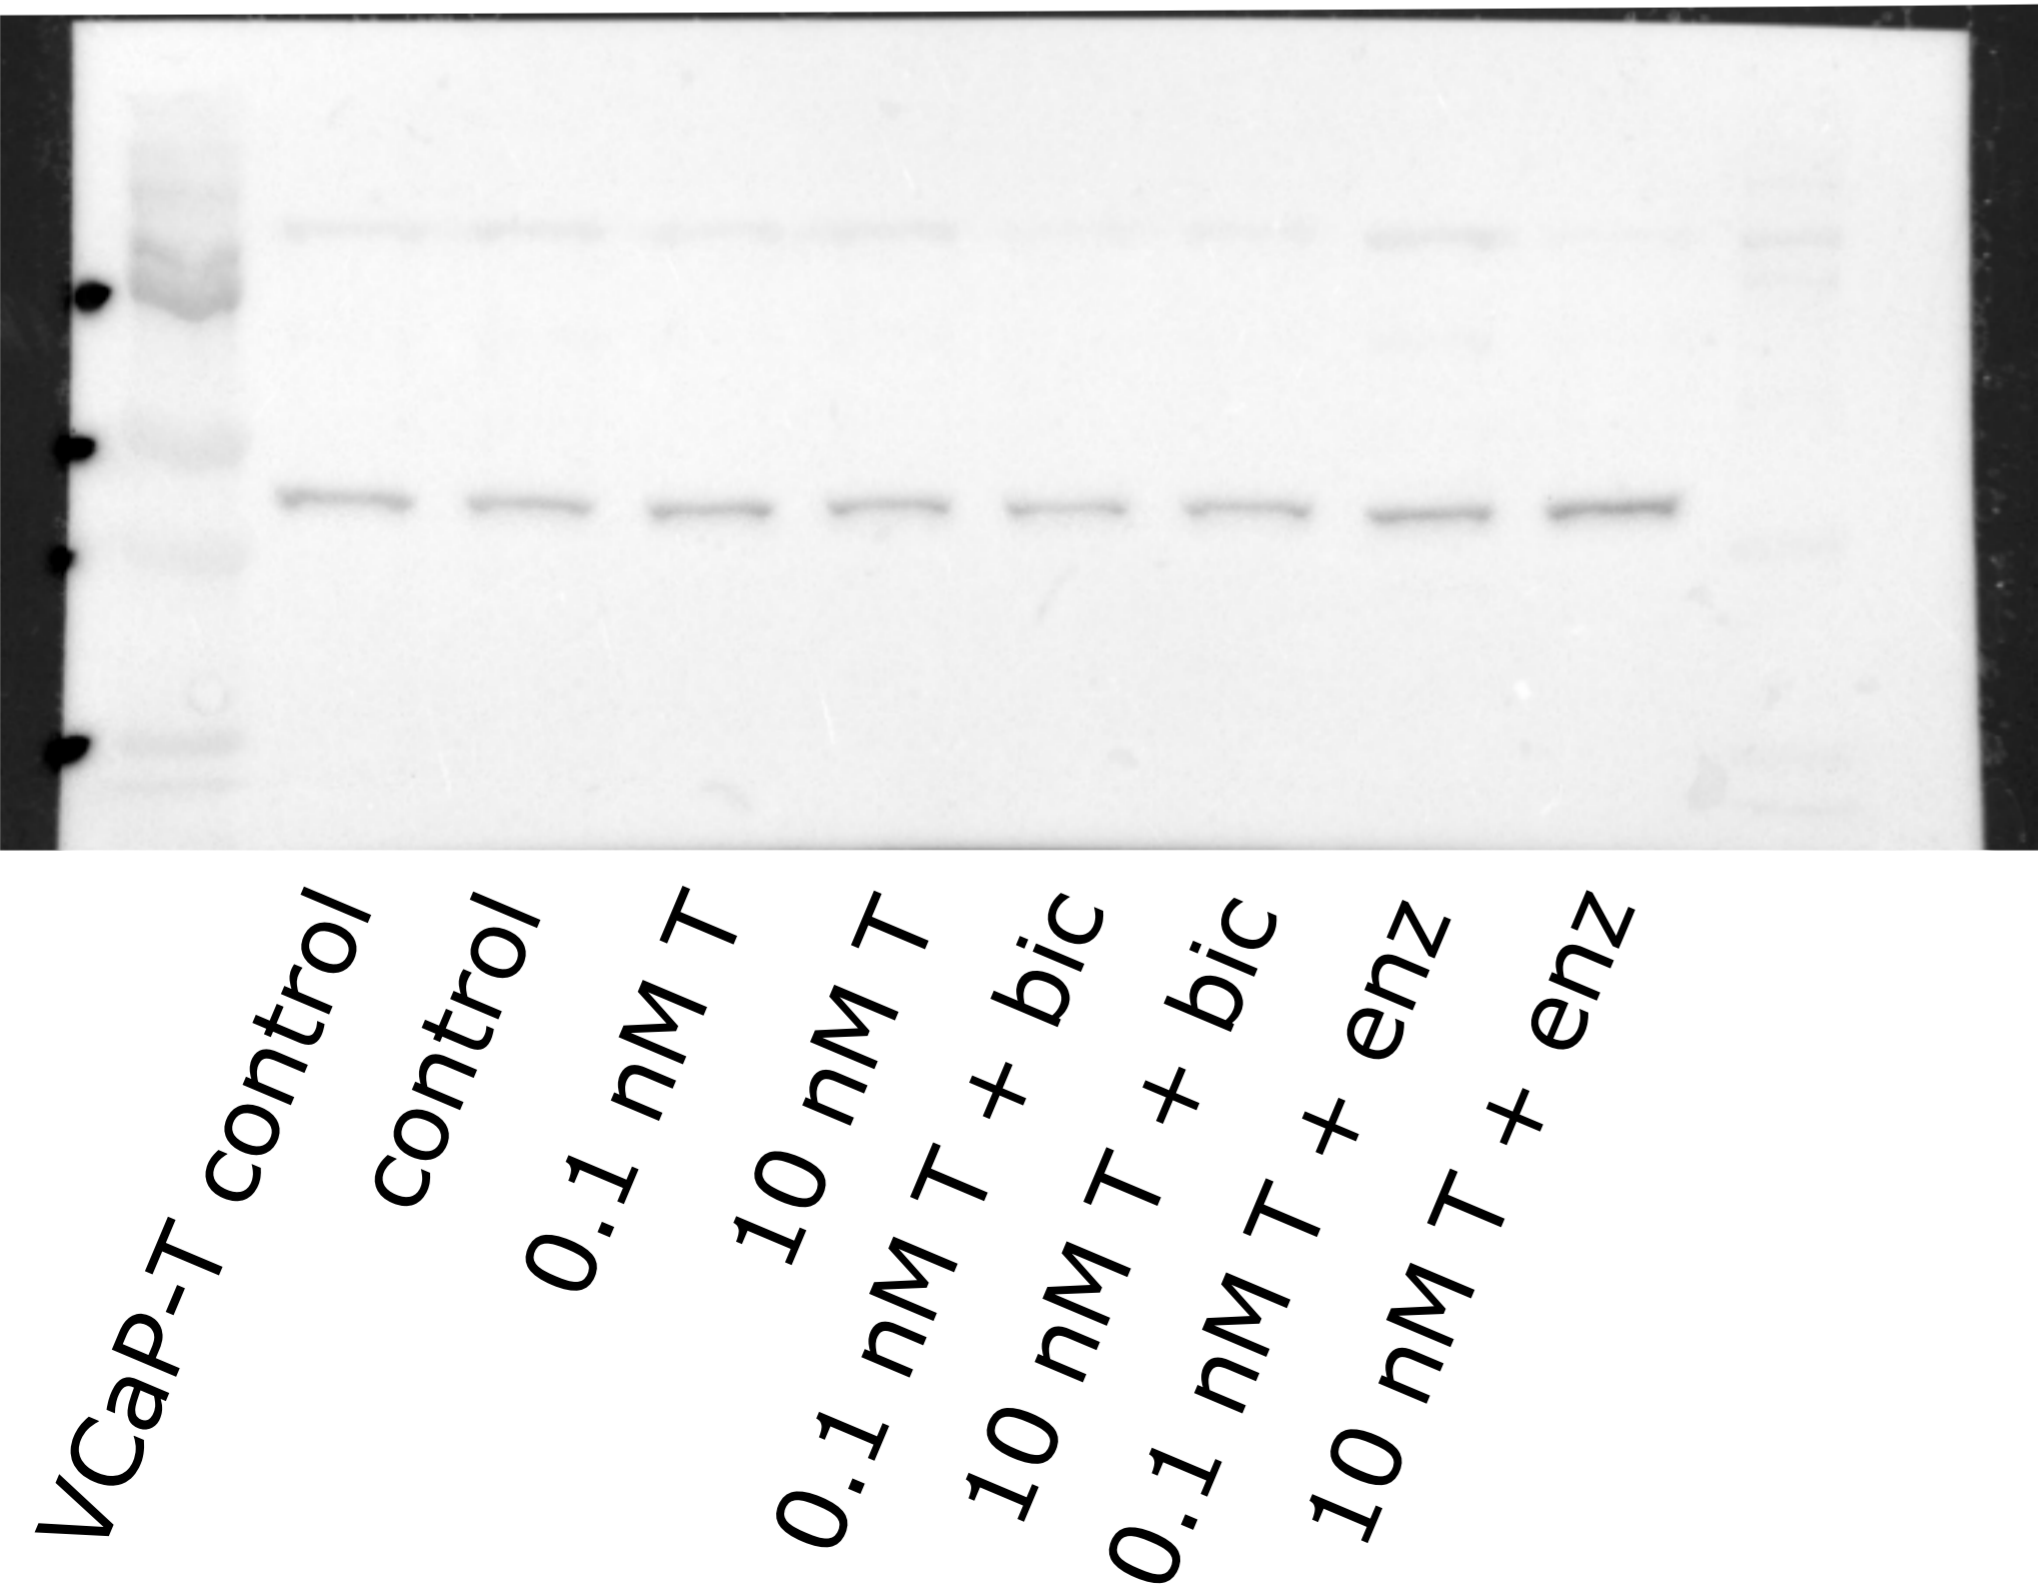

### Beta-actin VCaP-T

Fig 2 A: Fourth blot from the top, S1 Fig: Bottom right blot

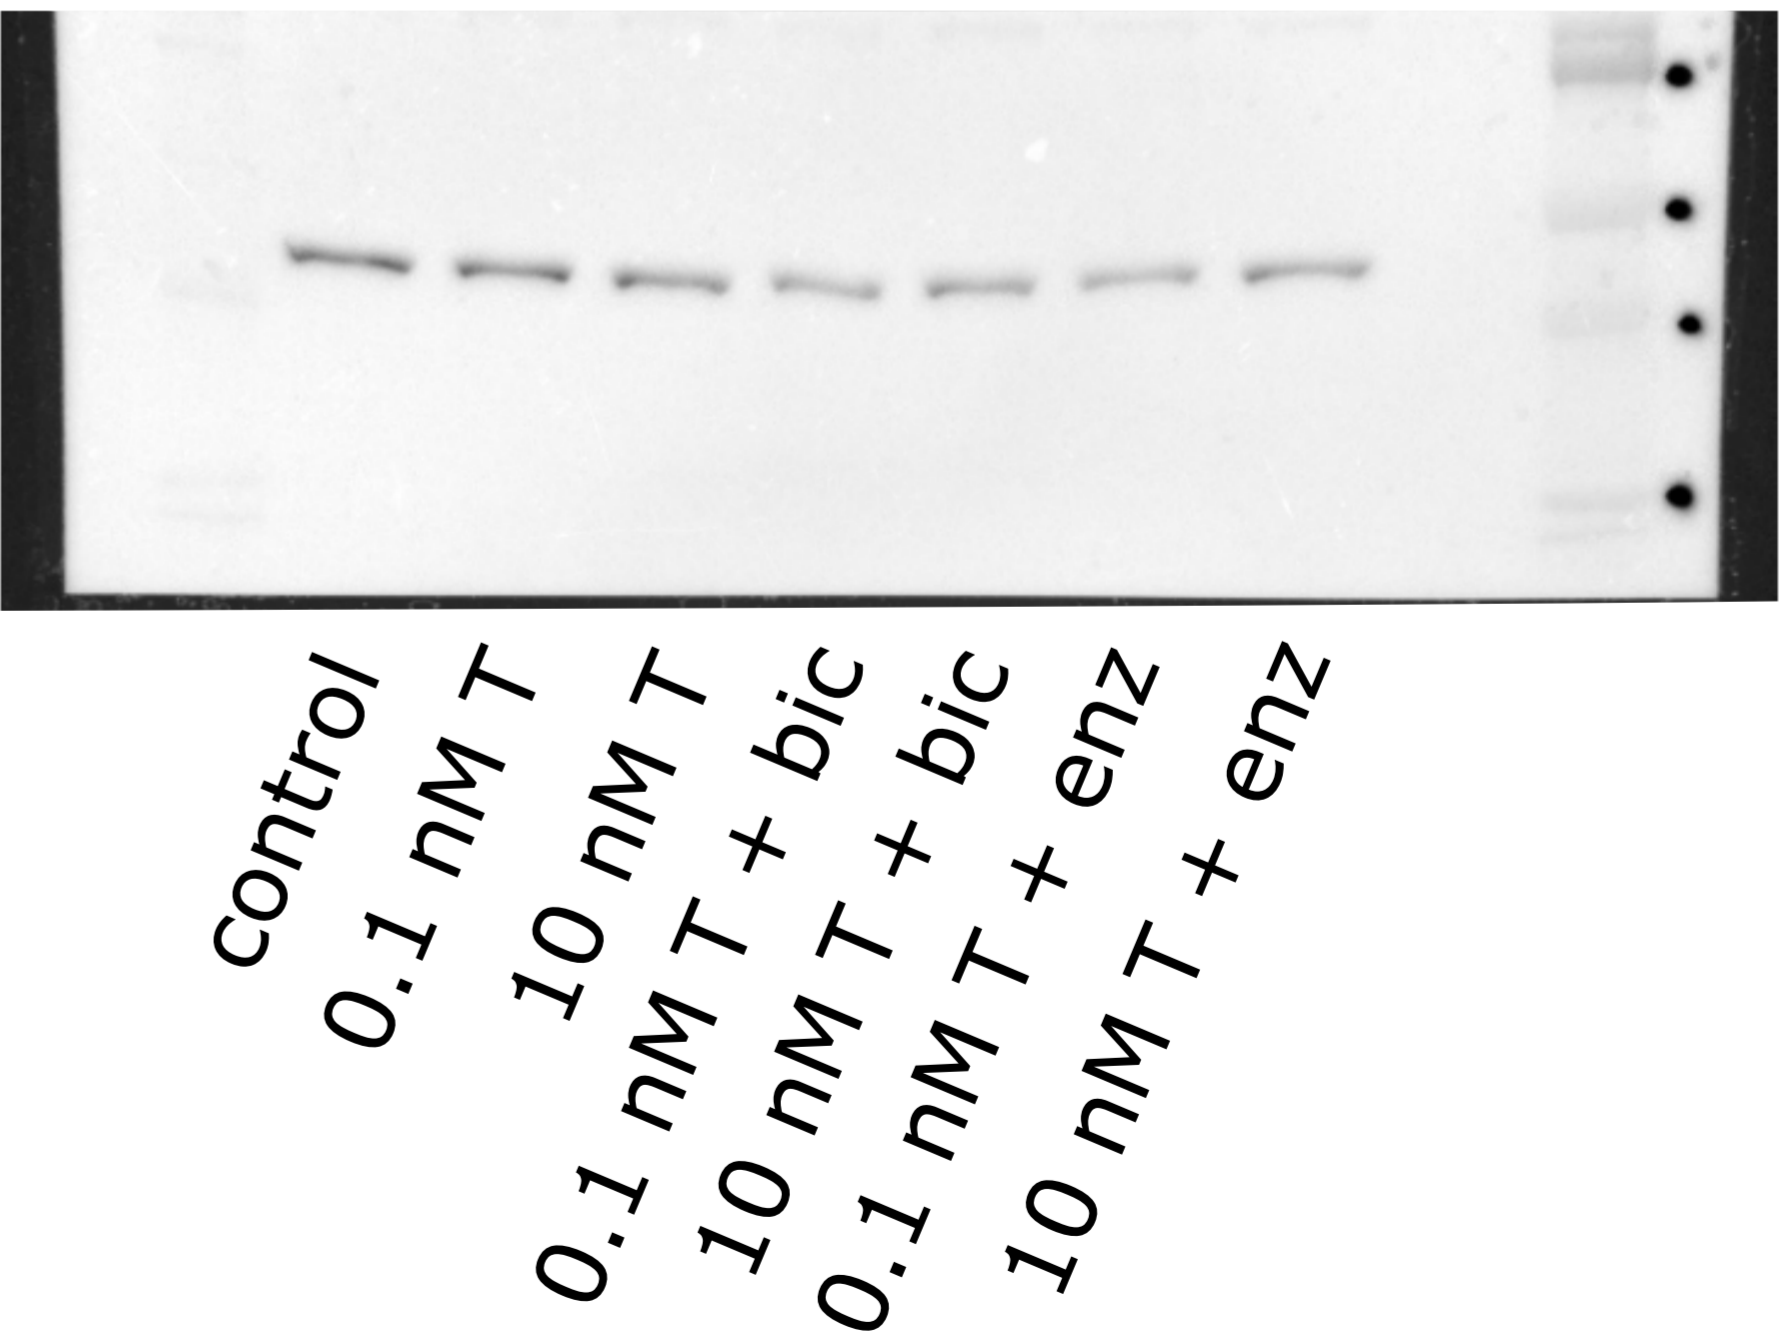

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

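Poly(A) RNA of VCaP-T cells (passage 84) and VCaP-CT cells (passage 73) was measured in 12 libraries, 3 from each of 4 groups: VCaP-T at 10 nM T, VCaP-T moved to 0.1 nM T for 48 h, VCaP-CT at 0.1 nM T, and VCaP-CT moved to 10 nM T for 48 h. Neither the paper nor the sample labels say whether the replicates are separate cultures, so the p-values measure the spread between these samples, which may be technical. That spread is shared over the 4 groups of the model, although the groups differ in it. Depleted VCaP-T replicate 2 had correlations of 0.946 and 0.954 with its sisters, and replicates of the other groups at least 0.9949. A p-value on depletion thus rests partly on the spread of groups outside the comparison.

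The count values, as deposited, are whole numbers of fragments per gene made by the authors. The authors prepared TruSeq stranded mRNA libraries, sequenced 75 bp paired ends on a HiSeq 3000, aligned them to GRCh38 with STAR 2.5.4b and counted exons of Gencode release 28 with featureCounts 1.6.2. According to the file headers the strand was not used, and fragments that overlap several genes or map to several places were left out. The authors also deposited a table of signal values, normalized counts made with DESeq2 1.24.0 in R 3.6.1. Each value of that table equals the count divided by 1 size factor per library (largest deviation 5.8e-10). The count files hold 58381 genes and the normalized table holds 19742 of them, 19671 of these protein-coding. Coordinates and identifiers are those of the count files.

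The libraries hold 30.2 to 40.8 M counted fragments, with a mean of 35.2 M. On simulated counts for VCaP-T, with 19162 genes run, 0 of 67 genes changed 1.5-fold met every threshold, 35 of 67 changed 2-fold did, and 66 of 66 changed 4-fold did, with 0 false calls. Of the 67 changed 2-fold, 49 passed the adjusted p, and a true 2-fold change can miss the fold threshold at any depth. At a simulated 4-fold change, 33 of 33 adaptive, 33 of 33 non-adaptive, 28 of 28 lost and 37 of 38 maintained genes were put in their category. The simulated rates are not given by count level or with a library that stands apart, so they may not hold in those cases.

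The counts were analyzed in R 4.3.3 with edgeR 4.0.16, using edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, TMM scaling, the default filter on low counts and 1 model of the 4 groups with no block. Of the genes tested, 13670 are in the authors' table. The comparisons were depletion (VCaP-T at 0.1 nM T for 48 h against 10 nM T), rechallenge (VCaP-CT at 10 nM T for 48 h against 0.1 nM T), the lines (VCaP-CT at 0.1 nM T against VCaP-T at 10 nM T), VCaP-CT against depleted VCaP-T, and the response of VCaP-T minus that of VCaP-CT. A gene was called at the paper's thresholds: an adjusted p under 0.01, a log2 fold change over 1 in size and a difference of group medians over 13 normalized counts, the last not used for the difference in response. Levels are given in normalized counts, which here are the counts scaled by TMM and not the values of the authors' table. They are means with the SD of 3 libraries.

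A gene called on depletion was adaptive when VCaP-CT at 0.1 nM T had an adjusted p above 0.1 against VCaP-T at 10 nM T or lay on its other side from the depleted cells. It was non-adaptive when VCaP-CT had an adjusted p above 0.1 against depleted VCaP-T or lay further from VCaP-T at 10 nM T, and a gene that met both rules or neither was left unclassified. The paper's text gives the adjusted p, and the parts of both rules on genes that went past a level were added after its S1 Table was read and before the counts were opened. Its response was lost when the adjusted p on rechallenge was above 0.1 and maintained when it was called there. Genes called on rechallenge with an adjusted p above 0.1 on depletion were gained.

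Gene lists were fixed before the data were examined, as were the comparisons and the first set of alternatives below. There are 42, for androgen-induced and androgen-repressed genes, androgen synthesis, glucuronosyltransferases, cholesterol, fatty acids, phospholipases A2, NF-kappaB, p53, interferon, antigen presentation, cytokine receptors, blood vessels, migration, matrix, adhesion, transporters the paper names and their relatives, cell cycle, apoptosis, WNT, TGF-beta, hedgehog, ER stress, hypoxia, luminal, basal and neuroendocrine cells, hepatocytes, endothelium, blood cells, fibroblasts, histones, the mitochondrial genome, 6 lists the study itself chose, and 2 others. A few genes and those 2 lists are not reported here. The lists were written after the paper had been read, and many of the others hold some genes it names from these samples. A list's members count as past the threshold at an adjusted p under 0.01, and each direction was set against all other genes tested with Fisher's exact test (scipy 1.17.1), adjusted over all list tests of a comparison and direction. The test treats genes as independent, which genes of a pathway are not. Counts of list members inside the adaptive, non-adaptive, lost, maintained and gained genes were set against the tested genes of the authors' table, adjusted over 42 lists, and were added after the data were seen.

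Named genes follow a rule: every gene the paper names in its results, discussion or Table 1, with KLK3; the 10 higher and 10 lower genes with the largest change among those called whose libraries do not overlap, for the first 3 comparisons and the difference in response, without clone, antisense and pseudogene names; up to 4 members per list and direction with the smallest p; and the members of list counts of 5 or fewer. The values of the paper's S1 Table and Table 1 had been seen when the rule was written. With 3 libraries against 3, the libraries of a gene fail to overlap by chance in 10% of genes. The genes of the paper's S1 Table that met the same rule here were counted without a test.

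Alternatives set before the data were examined were DESeq2 size factors, no filter on low counts, the DESeq2 1.42.0 Wald test with and without a prior on fold changes, the compared groups alone, a replicate block, limma-trend (limma 3.58.1) on the deposited normalized counts, each library left out in turn, a test against a 1.5-fold change, and changed rules for the categories. Alternatives added after the data were seen were the genes of the authors' table alone, removal of the trend on gene length in each library, and DESeq2 with a prior on the unfiltered genes of the authors' table. The library that stood apart from its group was examined for trends on exon length and GC content in 20 bins of genes with a mean normalized count of at least 50, with 200 bootstrap draws for its slope. Positions of genes were shuffled 1000 times over windows of 10 Mb with at least 15 genes. Calls were repeated on 10 splits of 3 against 3 libraries, and on 100 random splits for the difference in response. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The clinical cohorts, the protein, PSA and growth measurements and the GO and KEGG enrichment of the paper were not analysed here.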

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

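The tests of gene length, of shuffled gene positions, of shared exons and of other splits of the libraries were chosen only after the result was seen.

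Between the lines, 108 genes differed in their response to testosterone by edgeR's test of the difference itself, a count that ran from 55 to 234 with single libraries left out and from 64 to 217 under the other alternatives. Values are the log2 response of VCaP-T minus that of VCaP-CT, positive in 22 of the genes and negative in 86. Among those with the largest differences or named by the paper, positive ones included ADAMTS1, a matrix protease (1.72), ADRA2A (1.26), COL5A2, a fibrillar collagen (1.81), GPR85 (1.89), LMO4 (1.49), LRRN1 (1.94), PLD1 (1.25), RAP2B (1.36) and WNT5A (1.57). Negative ones included ANXA10 (-3.38), C22orf42 (-3.37), DHRS9 (-2.97), KLK3 (-2.19), LYZ (-2.12), MICAL1 (-1.31), NRAP (-3.46), the prostate RNA PCAT18 (-4.08), PECAM1 (-2.13), PGC (-4.27), REG4 (-1.87), SLC5A1 (-2.72), SLPI (-2.86), SNAI2 (-3.35), TNFAIP3 (-1.51) and UGT2B11 (-3.61, with close paralogs). Of 100 splits of the 12 libraries, 3 gave a count as large, the real one included, and the highest other split gave 1095, which points to a structure of the samples. These splits mix the lines within groups, so whether chance can be excluded stays open.

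Genes outside the authors' normalized table, which the paper does not report on, were called as well: 120 on depletion, 194 on rechallenge and 605 between the lines. For the counts of 602 genes on depletion, 984 on rechallenge and 2428 between the lines, 10 splits of 3 against 3 libraries are too few for a share under 0.05. In each, 1 split, the real one, gave a count as large, and the highest other gave 0.

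Replicate 2 of depleted VCaP-T stood apart from replicates 1 and 3. Gene length may be a part of it, since its deviation fell with exon length (Spearman correlation -0.534, against at most 0.242 in size in the other groups), from a median of 0.64 in the shortest eighth of genes to -0.61 in the longest. As the whole cause, length is argued against by an SD of 0.626 that stayed after the length trend was removed, where libraries of the other groups had 0.121 to 0.209. Fewer distinct molecules, GC content and cells left at 10 nM T are argued against by an SD of 0.488 in the tenth of genes with the highest counts, a partial correlation of -0.015 and a slope of 0.929 (SE 0.025) on the changes of its sisters, which had 0.933 and 0.926. RNA quality stays open and was not tested, as does a biological difference of that culture.

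Differences between the lines clustered along chromosomes, with genes of chromosome 21 at a median of 0.51 on the log2 scale. Chance placement is argued against by an SD of window medians of 0.263, where the highest of 1000 shuffles gave 0.129. Testosterone is argued against by a Spearman correlation of 0.932 between the windows at 0.1 nM T and at 10 nM T, and length and GC content by a fall of the SD of 1.5% after both were removed. A difference in copy number between the lines may be a candidate explanation, and it was not tested.

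Genes between 110 and 120 Mb of chromosome 7 rose together on depletion: of 24 genes there, 11 were called higher, among them WNT2, ASZ1 and ST7, and 11 were called lower on rechallenge, 10 of them in both. Their median was 1.0, and chance placement is argued against by 0.59, the highest window of 1000 shuffles. Shared exons are argued against by a median of 1.0 over the 16 genes that share no more than 5% of their exon length, and the library that stands apart by a median of 0.84 without it. Coordinated regulation of the region by testosterone may be a candidate explanation, as a hypothesis found and tested on the same data.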

How the results depend on the processing

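The alternatives restricted to the authors' table, without the length trend, and with DESeq2 and a prior on the unfiltered table genes were chosen only after the data were seen. The 2428 genes between the lines stayed within 1.5 times under each alternative run (2219 to 2645 with single libraries left out). In the compared groups alone, 219 genes were called on depletion, 48 adaptive, 95 non-adaptive, 6 lost, 158 maintained and 467 gained, and 187 of the paper's depletion genes were called; the cause was not tested, and this fit gives no difference in response. A test against a 1.5-fold change, stricter by construction, gave 280 depletion and 643 rechallenge genes. Limma-trend, run only on genes of the normalized table, gave 112 adaptive and 46 lost genes, where edgeR has 160 and 77 among table genes. By an adjusted p above 0.1 alone, 102 genes were adaptive and 143 non-adaptive. With the difference in response itself required, 6 were lost and 27 gained. The 108 genes with a difference in response became 172 with no filter, 215 by DESeq2 Wald, 217 with a prior, 193 with a prior on table genes and 64 with a replicate block, although the replicate numbers do not pair the samples (correlations -0.424 to 0.181 over 18 pairs). With the replicate block, 507 genes were called on depletion, 907 rechallenge and 2367 between the lines. List tests past the threshold went from 89 to 140 with no filter and to 52 in the compared groups, where the difference in response is not tested (86 to 95 with single libraries left out). These totals hide changes in which tests passed. Without depleted VCaP-T replicate 2, 66 list tests stayed past the threshold, 23 dropped out and 25 joined. Summed over the alternatives, 1714 list tests stayed, 230 dropped out and 234 joined. With single libraries left out, depletion genes ranged from 406 to 718, rechallenge 812 to 1145, adaptive 115 to 233, non-adaptive 205 to 332, lost 44 to 139, maintained 259 to 396, gained 185 to 303, the difference in response 55 to 234, and overlap with the paper 305 to 378. Libraries that moved a count over 1.5 times were VCaP-T at 10 nM T replicates 1, 2 and 3 (126, 115 and 124 adaptive, 57, 44 and 51 lost, 58, 56 and 71 with a difference in response), depleted VCaP-T replicate 2 (234), VCaP-CT at 0.1 nM T replicates 1, 2 and 3 (55, 62 and 58) and rechallenged VCaP-CT replicates 1, 2 and 3 (64, 64 and 68). MICAL2, 0.04 between VCaP-CT and depleted VCaP-T, reversed to -0.32 without depleted VCaP-T replicate 2 (0.27 without replicate 1, the highest); the cause was not tested. Of tests on named genes, 18858 kept their side of the threshold, 221 became stronger and 1128 weaker. Depth was not varied; at this depth 49 of 67 simulated 2-fold changes passed the adjusted p and 35 met the fold threshold too, which true 2-fold changes can miss at any depth.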

Differences from the paper's values

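The alternatives that take the genes of the authors' table alone, remove the trend on gene length, or fit DESeq2 with a prior on the unfiltered table genes were chosen only after the values were seen.

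The paper gives 9 non-adaptive genes that lost their response in VCaP-CT, and 14 genes of the authors' table met that rule here. Of the alternatives set before the data were examined, DESeq2 size factors (13), the replicate block (7), limma-trend (9) and leaving out VCaP-T at 10 nM T replicate 1 (8) or 3 (7) or depleted VCaP-T replicate 2 (6) or 3 (12) give values within 1.5 times of the paper's. The others set beforehand do not: no filter (15), DESeq2 Wald (16), DESeq2 with a prior (14), the compared groups alone (0), no minimum median difference (15), an adjusted p above 0.05 for no change (19), and leaving out VCaP-T at 10 nM T replicate 2 (4), depleted VCaP-T replicate 1 (17), VCaP-CT at 0.1 nM T replicate 1 (18), 2 (20) or 3 (17), or rechallenged VCaP-CT replicate 1 (16), 2 (15) or 3 (16). The alternatives added later give 13, 12 and 12, also within that ratio, chosen after seeing the values. Of the paper's own 9 genes, 8 met the rule in the reported fit and 8, 4 and 9 under the later alternatives, which drop 1, 5 and 0 of them. Of its 418 genes changed on depletion, the later alternatives call 403, 374 and 417.

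The paper states a mean depth of 111 M paired-end reads per sample, and the counted fragments here have a mean of 35.2 M. These are different quantities, a sequenced read and a fragment counted in a gene, and no alternative changes either.

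The paper describes adaptive genes as restored to the level of VCaP-T at 10 nM T. Of the 9 it names, RELB, IFITM3, HSD17B14, PLIN1 and PPARGC1B had an adjusted p above 0.1 between the lines here (edgeR), while IRF8 (-1.80), JAK3 (-1.31) and NR1H4 (-2.73) were lower in VCaP-CT and PTGER4 (2.15) was higher. The paper names ABCA1 among its altered genes, and on depletion it was short of the threshold here (adjusted p = 0.0107 from edgeR). It was past it with no filter on low counts and with the DESeq2 Wald test, with or without a prior. SATB1 is described as adaptive to a modest degree in the paper, whose Table 1 labels it neither adaptive nor non-adaptive. Here it was in neither category as well, 1.16 above VCaP-T at 10 nM T and -1.12 from depleted VCaP-T. For this gene the category does not differ. For NF-kappaB among lost genes, 2 of 31 genes were found where 0.17 would be by chance, which missed the threshold after adjustment (Fisher's exact test, adjusted p = 0.0611).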

Other observations

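Some genes of glycolysis, ER stress and the cell cycle fell at low testosterone, and more adhesion and WNT genes rose than fell. Of 42 measured cell adhesion molecules, 12 rose on depletion, with CDH10, ALCAM, NECTIN3 and NECTIN4 at the smallest p, and 17 fell on rechallenge, while PTPRM, SDK1 and NECTIN1 fell on depletion and 5 rose on rechallenge (14, 20, 3 and 8 when adjusted over the list alone, Fisher's exact test, adjusted p = 4.57e-05, 3.17e-08, 0.454 and 0.353). Of 31 genes of hypoxia and glycolysis, 13 fell on depletion, with SLC2A3, PFKFB2, NDRG1 and VEGFA at the smallest p, and 18 rose on rechallenge (19 and 20 when adjusted over the list alone, Fisher's adjusted p = 7.75e-10 and 2.06e-12). Of 30 genes of ER stress and ATF4, 7 fell on depletion, with VLDLR, DDIT4, ATF5 and PSAT1 at the smallest p, and 15 rose on rechallenge (7 and 17 when adjusted over the list alone, Fisher's adjusted p = 0.000576 and 3e-09). Of 55 cell cycle genes, 13 fell on depletion, with CENPN, CDC25A, MCM10 and CDC6 at the smallest p, and 14 rose on rechallenge (20 and 17 when adjusted over the list alone, Fisher's adjusted p = 9.33e-07 and 0.000121). Of 39 WNT ligands and targets, 9 rose on depletion and 9 fell on rechallenge, while 4 and 7 went the other way (11, 12, 6 and 7 when adjusted over the list alone, Fisher's adjusted p = 0.00155, 0.0069, 0.182 and 0.0448). Of 36 genes of TGF-beta and BMP signaling, 10 rose on depletion and 3 fell (12 and 4 when adjusted over the list alone, Fisher's adjusted p = 0.00026 and 0.368).

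Of 13 hedgehog genes, SHH, SCUBE2 and IHH rose on depletion (3 when adjusted over the list alone, Fisher's adjusted p = 0.0875). In VCaP-CT at 0.1 nM T against VCaP-T at 10 nM T, where line and testosterone both differ, 12 of 17 neuroendocrine genes were lower, with CHGB, SYT4, SCG3 and SYP at the smallest p (12 when adjusted over the list alone, Fisher's adjusted p = 1.35e-05), of 15 luminal genes 6 were lower (8 when adjusted over the list alone, Fisher's adjusted p = 0.0524), and of 10 basal genes 6 were (7 when adjusted over the list alone, Fisher's adjusted p = 0.00937).

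Markers of other cell types and controls were as follows. Of 11 hepatocyte and plasma protein genes, ALB, HABP2, TTR and AFP rose on depletion (4 when adjusted over the list alone, Fisher's adjusted p = 0.00868). Of 7 fibroblast and smooth muscle genes, LUM, FBLN1 and COL1A1 rose (3 when adjusted over the list alone, Fisher's adjusted p = 0.0157), and of 8 endothelial genes PECAM1 rose and ENG fell (2 and 2 when adjusted over the list alone). Of 7 blood and immune cell genes, LYZ rose on rechallenge (1 when adjusted over the list alone). Of 24 replication-dependent histones, 8 rose on rechallenge (9 when adjusted over the list alone, Fisher's adjusted p = 0.000675). Of 13 genes of the mitochondrial genome, MT-CYB was higher and MT-ND6 lower in VCaP-CT at 0.1 nM T than in VCaP-T at 10 nM T (1 and 1 when adjusted over the list alone). Of 25 genes changed on depletion in the paper's Table 1, 15 rose and 8 fell on depletion (17 and 8 when adjusted over the list alone), and of its 22 gained genes 8 rose and 12 fell on rechallenge (8 and 14 when adjusted over the list alone), which is not independent evidence since the paper chose them from these samples.

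Of 336 list tests, 89 were past an adjusted p of 0.05 in Fisher's exact test against all genes tested. Against the genes of the authors' table alone, a comparison added after the results were seen, 76 were, and 13 tests changed side.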
